# Antagonistic roles for Ataxin-2 structured and disordered domains in RNP condensation

**DOI:** 10.7554/eLife.60326

**Published:** 2021-03-10

**Authors:** Amanjot Singh, Joern Hulsmeier, Arvind Reddy Kandi, Sai Shruti Pothapragada, Jens Hillebrand, Arnas Petrauskas, Khushboo Agrawal, Krishnan RT, Devasena Thiagarajan, Deepa Jayaprakashappa, K VijayRaghavan, Mani Ramaswami, Baskar Bakthavachalu

**Keywords:** Ataxin-2, TRIBE, mRNA, translational control, rnp granule, neurodegeneration, *D. melanogaster*

## Abstract

Ataxin-2 (Atx2) is a translational control molecule mutated in spinocerebellar ataxia type II and amyotrophic lateral sclerosis. While intrinsically disordered domains (IDRs) of Atx2 facilitate mRNP condensation into granules, how IDRs work with structured domains to enable positive and negative regulation of target mRNAs remains unclear. Using the Targets of RNA-Binding Proteins Identified by Editing technology, we identified an extensive data set of Atx2-target mRNAs in the *Drosophila* brain and S2 cells. Atx2 interactions with AU-rich elements in 3′UTRs appear to modulate stability/turnover of a large fraction of these target mRNAs. Further genomic and cell biological analyses of Atx2 domain deletions demonstrate that Atx2 (1) interacts closely with target mRNAs within mRNP granules, (2) contains distinct protein domains that drive or oppose RNP-granule assembly, and (3) has additional essential roles outside of mRNP granules. These findings increase the understanding of neuronal translational control mechanisms and inform strategies for Atx2-based interventions under development for neurodegenerative disease.

## Introduction

Ataxin-2’s involvement in human disease, its relevance for therapeutics development, and its established roles in ribonucleoprotein (RNP)-phase transitions, cell physiology, metabolic control, and animal behavior have led to considerable interest in understanding molecular mechanisms by which the protein functions. At a molecular level, Ataxin-2 positively or negatively regulates the translation of specific mRNAs (Lee et al., 2017; Lim and Allada, 2013; McCann et al., 2011; Zhang et al., 2013). At the same time, the protein mediates the assembly of mRNPs into cytoplasmic mRNP granules visible in resting neurons or in RNA stress granules (SGs) that occur in most cells in response to stress (Bakthavachalu et al., 2018; Bentmann et al., 2013). At a cellular level, Ataxin-2 contributes to cell viability and differentiation as well as cellular responses to viral, ER, heat-, and oxidative stress (Bonenfant et al., 2019; Del Castillo et al., 2019; Ralser et al., 2005; van de Loo et al., 2009). Finally, at an organismal level, the protein regulates metabolism, circadian rhythm, and the consolidation of long-term memory (Bakthavachalu et al., 2018; Lim and Allada, 2013; Meierhofer et al., 2016; Pfeffer et al., 2017; Zhang et al., 2013). Parallel clinical genetic studies have shown that genetic mutations in human Ataxin-2 (Atxn2) can cause the hereditary neurodegenerative diseases spinocerebellar ataxia type II or amyotrophic lateral sclerosis (ALS) (Daoud et al., 2011; Elden et al., 2010; Lastres-Becker et al., 2008; Lee et al., 2011; Scoles and Pulst, 2018; Wadia, 1977; Wadia and Swami, 1971), and subsequent work showing that genetic reduction of Ataxin-2 activity slows neurodegeneration in animal models of ALS has inspired the design and development of therapeutics targeting human Ataxin-2 (Becker et al., 2017; Becker and Gitler, 2018; Elden et al., 2010; Scoles et al., 2017).

The above biological and clinical studies of Ataxin-2 are connected by the insight that intrinsically disordered domains (IDRs) present on RNA-binding proteins contribute to macromolecular condensation or liquid–liquid phase separation reactions, wherein monomeric units form dynamic assemblies held together by weak multivalent interactions (Jain and Vale, 2017; Kato and McKnight, 2018; Murray et al., 2017; Saha and Hyman, 2017; Van Treeck et al., 2018; Van Treeck and Parker, 2018). Significantly, IDRs not only support assembly of mRNP granules but also are prone to assemble into amyloid-like fibers. Disease-causing mutations often increase the efficiency of amyloid formation, particularly within mRNP granules where the RNA-binding proteins are concentrated (Courchaine et al., 2016; Kato et al., 2012; Lim and Allada, 2013; Nedelsky and Taylor, 2019; Patel et al., 2015; Ramaswami et al., 2013; Xiang et al., 2015; Yang et al., 2019). The broad proposal that SGs serve as ‘crucibles’ for the initiation of neurodegenerative disease (Li et al., 2013; Ramaswami et al., 2013; Wolozin and Ivanov, 2019) explains why SG proteins are often mutated in familial ALS or frontotemporal dementia (FTD) and why these proteins are observed in intracellular inclusions typical of ALS/FTD (Arai et al., 1992; Brettschneider et al., 2015; Lee et al., 1991).

The domain structure of Ataxin-2 is highly conserved across species, with N-terminal Like-Sm (Lsm) and Lsm-associated (LsmAD) domains, a more carboxy-terminal polyA binding protein interaction motif 2 (PAM2) domain, as well as strongly disordered regions (respectively mIDR and cIDR) in the middle and C-terminal regions of the protein (Albrecht et al., 2004, Satterfield and Pallanck, 2006; Nonhoff et al., 2007; Bakthavachalu et al., 2018). Genetic studies in *Drosophila*, which has a single gene for Ataxin-2 as against two *atxn2* and *atxn2-like* in mammals, indicate that different Atx2 domains encode distinct, biological functions. Specifically, while each structured domain is essential for normal viability, the IDR domains are not. However, the cIDR is required for normal mRNP assembly and long-term memory as well as for facilitating cytotoxicity in *Drosophila* Fus and C9orf72 models for ALS/FTD (Bakthavachalu et al., 2018). These observations, while instructive in terms of functions of the Atx2-IDR and mRNP granules, provide no direct insight into other functions and mechanisms mediated by structured domains of Atx2 or their roles in biology.

To better understand the broad roles and mechanisms of Atx2, we used the Targets of RNA-Binding Proteins Identified by Editing (TRIBE) technology (Biswas et al., 2020; McMahon et al., 2016) to globally identify Atx2-interacting mRNAs from *Drosophila* adult brain and study how these in vivo interactions were influenced by different domains of the protein. In addition to identifying biologically important targets of Atx2, the results described here offer unexpected information into the mechanisms of Atx2 protein function. Atx2 associates with mRNAs predominantly within mRNP granules, where it binds preferentially near AU-rich elements (AREs) in the 3′UTRs to stabilize the majority of the targets. While the cIDR enables mRNA interactions and granule assembly, the Lsm domain reduces both mRNP assembly and Atx2-target interactions. Taken together, our data (1) provide a rich data set of Atx2-target mRNAs, (2) point to a novel essential function of Atx2 outside of mRNP granules, and (3) indicate competing disassembly and pro-assembly activities within Atx2 encoded by the Lsm and IDR domains, respectively. In addition to being of specific biological interest, these conclusions are relevant to current therapeutic strategies based on targeting human Atxn2.

## Results

### Using TRIBE to identify Atx2-target mRNAs in *Drosophila* brain

Atx2 is abundantly expressed in brain tissue. To identify in vivo targets of Atx2 in *Drosophila melanogaster* brain, we used TRIBE, a technology previously shown to reproducibly identify RNA binding protein (RBP) target mRNAs in vivo (McMahon et al., 2016). We generated transgenic flies that express Atx2 linked to the catalytic domain of *Drosophila* RNA-modifying enzyme adenosine deaminase (ADARcd) at the carboxy terminal along with a V5 epitope tag under the control of the Gal4-responsive UAS promoter (Figure 1—figure supplement 1). In tissue expressing the Atx2-ADARcd transgene, mRNAs should undergo adenosine-to-inosine editing specifically at positions proximal to Atx2 binding sites (Figure 1A). In an *elav-Gal4* background, where the Gal4 transcription factor is expressed in postmitotic neurons, Atx2-ADARcd is expressed specifically in the nervous system. We further temporally restricted neural expression to adult flies with the use of the temperature-sensitive Gal4 inhibitor, GAL80^ts^, that is active at temperatures below 18°C. Thus, in *elav-Gal4; TubGal80^ts^, UAS-Atx2-ADARcd* adult flies shifted from 18°C to 29°C for 5 days shortly after eclosion, and neural mRNAs expressed in adult flies would be susceptible to editing at adenosine residues proximal to Atx2 binding sites.

**Figure 1.**
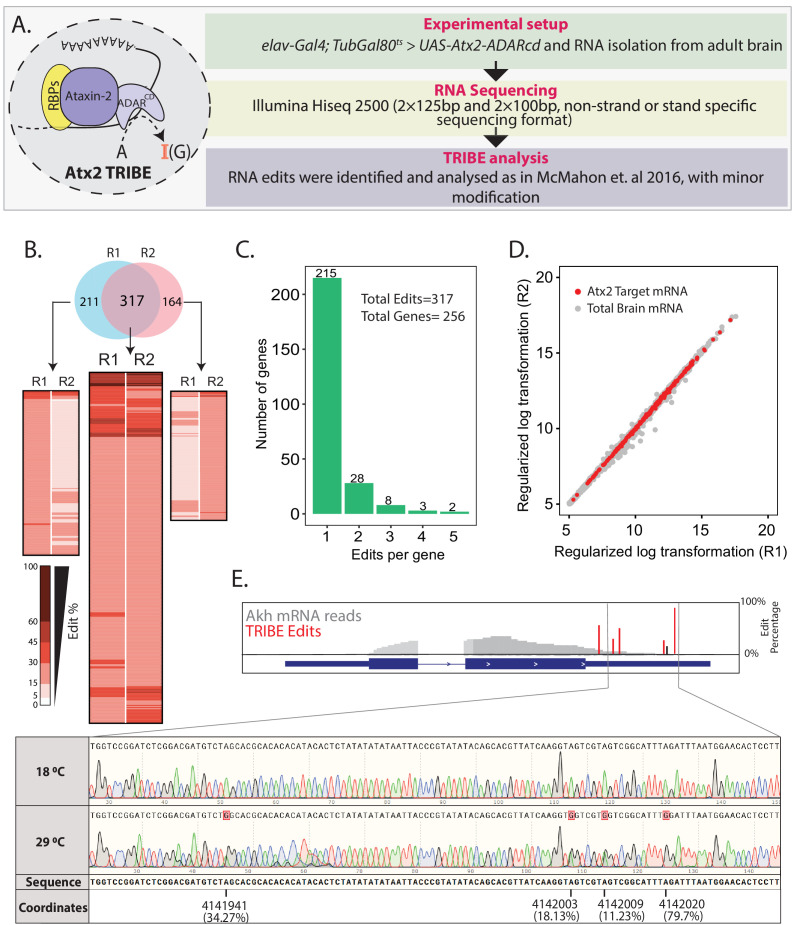
Using Targets of RNA-Binding Proteins Identified by Editing (TRIBE) to identify Atx2-interacting mRNAs in the adult fly brain. (**A**) Schematic and flow chart for TRIBE analysis: the Atx2-ADARcd fusion protein is expressed in the adult fly brain, total brain mRNA isolated, sequenced, and analyzed using a published TRIBE pipeline. (**B**) Heatmaps show edit percentages of individual transcript coordinates. Replicate experiments R1 and R2 identify largely overlapping edit sites and edited mRNAs. The common targets (intersect between R1 and R2) show almost reproducible edit levels. The inset (heatmaps on either sides of the common intersected list) indicates that several mRNAs are identified as ‘non-replicates’ between R1 or R2 because they do not cross quality control thresholds (edit percentages or read counts) and not because of robust differences between replicates. (**C**) Bar plot showing the number of edits with a significant number of genes edited at a single site. (**D**) The mRNA edits are independent of expression levels. A scatter plot shows expression differences of all the mRNAs expressed in fly brain. Red dots represent the edited mRNAs while gray dots represent the mRNAs of the brain transcriptome that are not edited. (**E**) Sanger sequencing confirms editing site identified by TRIBE analysis. Data shown for one target mRNA (Akh). Red bars show the edit percentages at the different modified nucleotides with respect to the total Akh mRNA shown in gray. The black bar indicates identified edits that are below 15% threshold (see also Figure 1—figure supplement 4). Figure 1—source data 1.Data related to Figure 1B.Percentage edits for Atx2-target mRNAs in RNAseq replicates. Figure 1—source data 2.Data related to Figure 1C.Atx2-target mRNAs along with the number of edits.

**Figure 1—figure supplement 1.**
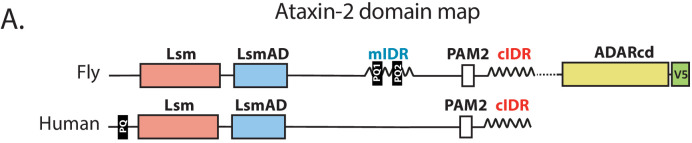
*Atx2-ADARcd* fusion protein constructs. Schematic showing the Atx2-ADARcd construct.

**Figure 1—figure supplement 2.**
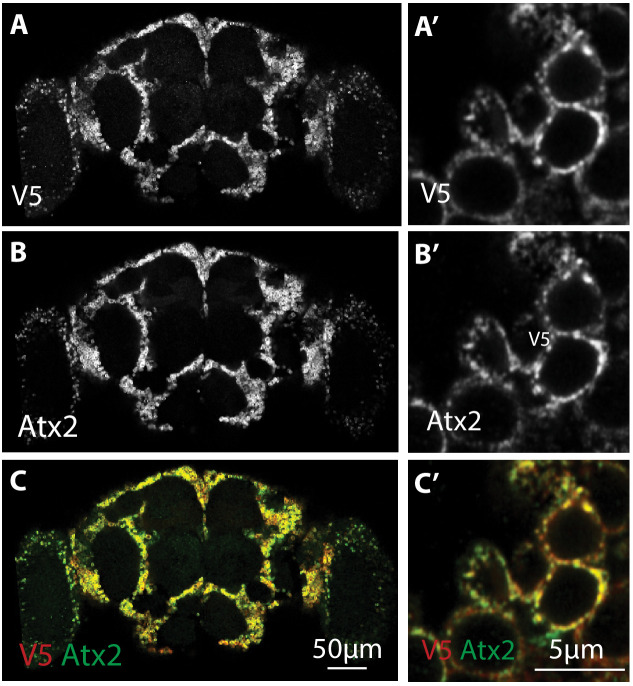
UAS-Atx2-ADARcd expression was driven using *elav-Gal4;tub-Gal80^ts^* in adult fly brain for 5 days. Brains dissected from flies maintained at 29℃ for 5 days were stained using anti-V5 (**A, A'**) and anti-Atx2 (**B, B'**) antibodies. (**A-C'**) Confocal images of Oblique frontal view of the *Drosophila* brain. (**A,B,C**) (dorsal is more anterior) of a complete. (**A',B'C'**) higher magnification of the respective overview images.

**Figure 1—figure supplement 3.**
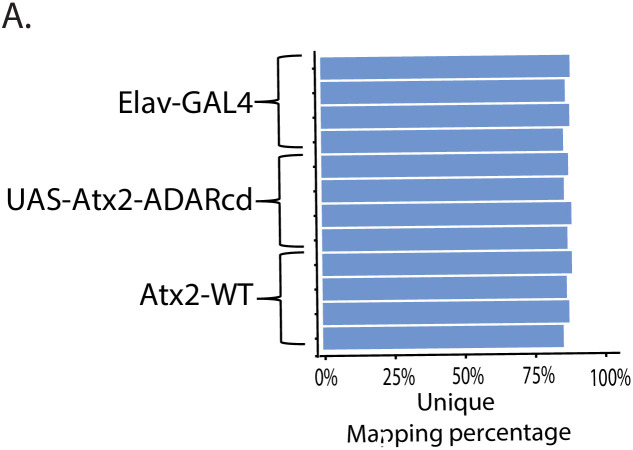
Unique mapping percentage for various RNAseq replicates. Total RNA was isolated from 10 to 12 brains for each replicate. Poly(A)-enriched mRNA was sequenced using paired-end libraries on Illumina 2500. The reads obtained were of high quality, and mapping to *Drosophila melanogaster* genome was >80% for all the samples.

**Figure 1—figure supplement 4.**
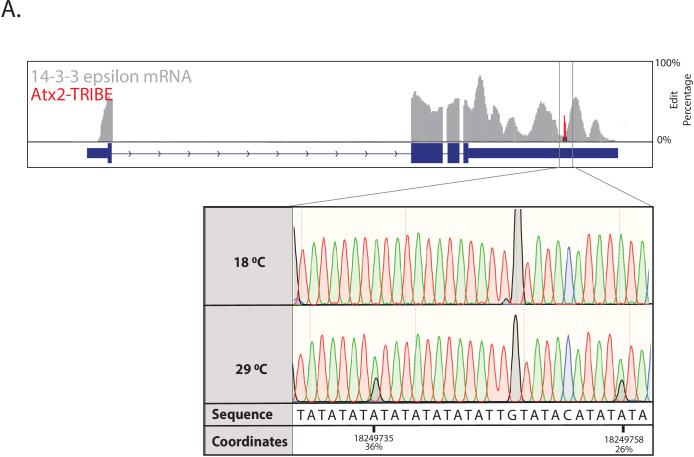
An example of a gene, *14-3-3 epsilon*, showing multiple edits specifically in the exons. Red lines show the edit percentages at the different modified nucleotides with respect to the total mRNA present at a given moment of time.

To identify neural mRNA targets of Atx2, we isolated polyA-selected RNAs from Atx2-ADARcd expressing *Drosophila* brain and sequenced these using Illumina Hiseq 2500 and reads were subsequently analyzed according to McMahon et al., 2016 (with slight modifications, see Materials and methods) to identify sites and efficiency of Atx2-ADARcd-mediated mRNA editing (Figure 1A). 

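In TRIBE, the catalytic domain of the RNA-editing enzyme ADAR is fused to an RNA-binding protein and converts adenosines close to where the protein meets an mRNA into inosines, which are read as guanosines. The wild-type experiment had 2 libraries, each made from 10 to 12 brains and sequenced from both ends with 125 nt reads that keep no strand. For each library the authors deposited a list of edited positions on the dm6 genome, with the gene in which each position lies and the percent of reads edited there. The authors mapped the reads with TopHat2, compared each position with control brains, and kept positions with at least 20 reads and at least 15% of them edited. The lowest percent listed was 15 in both libraries. The lists hold no read number for a position, so the precision of a single edit percent is unknown. The paper's supplement gives 38788000 read pairs for replicate 1 and 34264000 for replicate 2, whereas the paper's text gives 20000000 to 25000000 reads per sample. Edit percents are shares within a library and were not scaled to either number, and the supplement's numbers were used wherever sites are given per 1000000 read pairs. A position was counted once even where it lies in overlapping genes, a common site is a position listed in both libraries, and an Atx2-target mRNA is one with a common site. The control brain libraries were not analysed here, so edits also present in controls were removed only by the authors' own step.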

Adult brain expression for Atx2-ADARcd was verified using antibody staining for V5 epitope (Figure 1—figure supplement 2). Experiments were carried out in duplicates. The reads obtained were between 20 and 25 million per sample, were of high quality, and more than 80% of these mapped to specific *Drosophila* mRNAs (Figure 1—figure supplement 3).

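The share of expressed genes with an edit was computed over the 9197 genes with enough counts for testing in the Gal4 control and Atx2 RNAi brain libraries. Of these, 247 genes, or 2.69%, had a site in both Atx2 WT TRIBE libraries. A site in at least 1 of the libraries was listed for 522 genes, and those of them among the 9197 made up 5.35%. A further 9 genes with a common site, which are not part of the 247, had too few counts in the brain libraries to be tested.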

Transcripts corresponding to 8% of expressed genes showed adenosine edits. Of the 528 and 481 edit sites represented in independent replicates, at least 317 were common to both samples, demonstrating the reproducibility of the experiments (Figure 1B). These 317 common edits could be assigned to 256 unique genes, with the majority of genes only being edited at a single site (215 genes, 67.8% of edits) (Figure 1C). 

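Replicate 1 listed 512 positions and replicate 2 listed 471. The authors' lists give a position once for each gene it overlaps, so they hold 529 and 481 entries. Both libraries listed 312 positions, which were 60.9% of those of replicate 1, 66.2% of those of replicate 2 and 46.5% of the 671 listed in either (95% Wilson interval 42.8% to 50.3%, counting error only). Counting genes in place of positions moved this share most, to 50.6%. Edit percents at the common sites correlated between the libraries with a Pearson's r of 0.825 and a Spearman's rho of 0.665 across sites, which are not independent replicates. The median absolute difference between the libraries was 3.33 percentage points. Another 200 positions were listed in replicate 1 alone and 159 in replicate 2 alone, with a median edit percent of 17.2. Of these 359 positions, 74.9% were edited under 20%, against 33.3% of the common sites, whose median was 22.5%.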

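The 312 common sites lay in 256 genes. A single site was found in 215 genes (84.0%), 2 sites in 28 genes, 3 sites in 8, 4 sites in 3 and 5 sites in 2. Since 5 positions lie in 2 overlapping genes, the sites made 317 combinations of a site and a gene, of which 67.8% were in genes with 1 site. Vmat (FBgn0260964), on chromosome 2R from 13513132 to 13534251 on the minus strand of dm6, had 5 sites, all in the 3′UTR, with mean edits from 17.65% to 64.25%. Mip (FBgn0036713), on 3L from 17344947 to 17349666 on the minus strand, also had 5 sites in the 3′UTR, with mean edits from 22.1% to 55.5%. The genes with 4 sites were Akh, hipk (FBgn0035142), whose sites were all in the 3′UTR, and CG34362 (FBgn0085391), with 1 site in the CDS and 3 in the 3′UTR. Outside Akh and Vmat, the most edited common sites were those of FMRFa at position 9910329 of 2R (70.4% ± 0, SD, n = 2 libraries) and of CG30158 at positions 6921977 and 6920816 of 2R (59.3% ± 2.69 and 59.0% ± 1.22, SD, n = 2).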

The Atx2-target mRNAs were distributed across the brain transcriptome irrespective of the abundance of an mRNA indicating that edits were not random events, but rather reflect sequence- and structure-specific association of these mRNAs with Atx2-ADARcd (Figure 1D). 

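Expression was taken as TMM-normalized counts per 1000000 (CPM) in the 3 Gal4 control brain libraries. The 247 tested Atx2-target mRNAs had a mean log2 CPM of 7.19, against 4.50 for the other tested genes, a difference of 2.69 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). Dividing CPM by the length of the longest transcript moved this difference most, to 1.95. The targets ranged from the 15.0th to the 99.98th percentile of expression, with a median at the 83.6th. Under the median of the tested genes lay 26 targets (10.5%), and 36.8% of the targets lay in the top 10%. A position needed at least 20 reads to be listed, so weakly expressed genes were less likely to become targets. Part of the difference may follow from this minimum, and its size cannot be told without read numbers. From the spread of the targets over the brain transcriptome, the paper concludes that edits were not random events and reflect sequence- and structure-specific association with Atx2-ADARcd (Figure 1D).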

We further validated the TRIBE analysis/Illumina Hiseq pipeline using Sanger sequencing for a few identified target mRNAs. For instance, Sanger sequencing confirmed that edits in *Adipokinetic hormone* (*Akh*) and *14-3-3 epsilon* mRNAs occur at identified sites, with efficiencies indicated by TRIBE analysis (Figure 1E, Figure 1—figure supplement 4). 

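Akh (FBgn0004552), which encodes the precursor of adipokinetic hormone, lies on chromosome 3L from 4141467 to 4142070 on the plus strand of dm6. All 4 of its common sites fall in the 3′UTR, which runs from 4141894 to 4142070. The edit was 38.8% ± 3.08 at position 4141911, 19.75% ± 2.90 at 4141932, 34.3% ± 2.69 at 4141941 and 79.7% ± 0.990 at 4142020 (SD, n = 2 libraries). The last of these was the highest of the 312 common sites, and the differences between 4141932, 4141911 and 4142020 were larger than the spread between the libraries, whereas 4141911 and 4141941 differed by less than the sum of their SDs. Position 4142003 was listed in replicate 1 alone, at 25.1%. 14-3-3epsilon (FBgn0020238), on chromosome 3R from 18242531 to 18250550 on the plus strand, had 2 common sites, both in the 3′UTR. Position 18249736 was edited at 41.9% in replicate 1 and 30.8% in replicate 2 (mean 36.3% ± 7.83), and position 18249759 at 26.3% ± 2.97 (SD, n = 2). The SD at the more edited of these positions was large beside the difference between them.

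**Figure D1:**
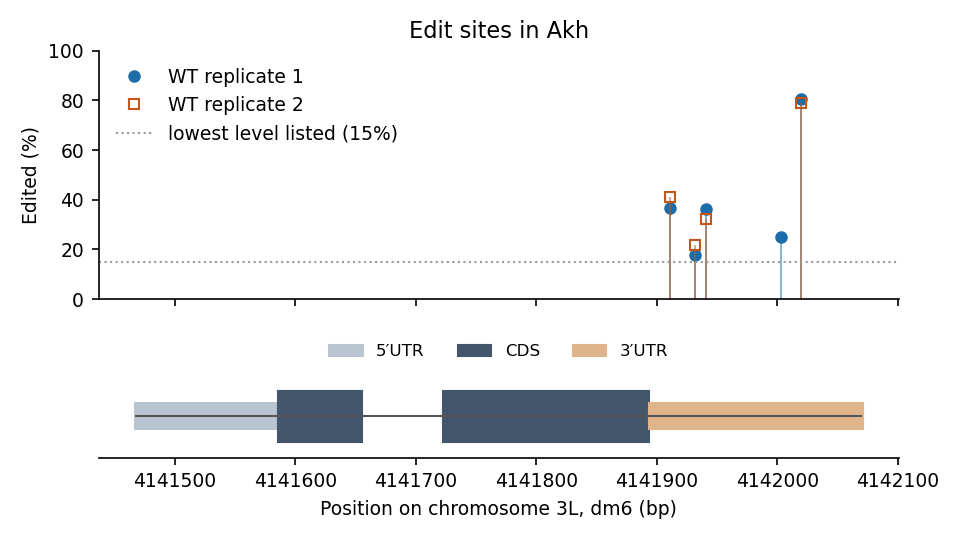
Percent of reads edited (vertical axis) at each listed position of Akh (horizontal axis, chromosome 3L of dm6) in the 2 Atx2 WT libraries, with the exons, 5′UTR, CDS and 3′UTR beneath and a dotted line at the 15% threshold. The listed positions lie in the 3′UTR, and position 4142020 stands above the others in both libraries, at 80.4% and 79%.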

Taken together, the data indicates that Atx2 associates with specific RNA motifs present on targets identified by TRIBE analyses from fly brain.

A Gene Ontology analysis of Atx2 targets (Table 1) indicated particular enrichment of mRNAs encoding neuropeptides and hormones, as well as mRNAs encoding monoamine transporters, ion channels, and vesicle transport proteins. This is broadly consistent with and suggests the mechanisms by which Atx2 functions in translational control of physiological and neural circuit plasticity.

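Of 50 neuropeptide and peptide hormone genes listed for the purpose without reference to the edits, 36 were among the genes tested in brain. Of those, 13 were Atx2 targets (36.1%, 95% Wilson interval 22.5% to 52.4%), against 2.55% of the other tested genes (odds ratio 21.6, two-sided Fisher's exact test, p = 3.7e-12). They are Akh, AstA, Mip, Capa, CCAP, Dh31, FMRFa, ITP, Ms, NPF, Nplp1, sNPF and Trissin. Counting every gene with a site in either library as a target, the alternative that moved this most, gave an odds ratio of 10.2 (Fisher's exact test, p = 1.9e-08). Random lists of the same size matched on expression held 3.61% targets on average (permutation of lists, p = 2e-04, the smallest that 10000 lists can give). Mean edits at the sites of these genes ran from 16.1% in ITP to the highest site of Akh. The list of monoamine transporters held Vmat, SerT, DAT and prt, and all 4 were targets (two-sided Fisher's exact test, p = 5.1e-07), which with only 4 genes leaves a 95% Wilson interval of 51.0% to 100%. SerT (FBgn0010414), on 2R from 24404595 to 24411074, had 2 sites in the 3′UTR edited at 18.8% and 23.5%, and prt (FBgn0043005), on 3R from 23696372 to 23699027, had 2 sites edited at 26.95% and 36.45%. These 2 lists were the only categories tested. The paper had already reported both as enriched among the targets of the same libraries, so these tests are no independent support.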

**Table 1.** Gene Ontology (GO) analysis of Atx2 brain targets. GO analysis using PANTHER shows a large enrichment of neuronal mRNAs coding for neuropeptides and proteins involved in neuronal signaling pathways. FDR: false discovery rate. Table 1—source data 1.Gene Ontology (GO) terms for Atx2 brain targets.

Molecular function	Fold enrichment	Probability (FDR)	Targets (%)	Genome (%)	GO term
Signaling receptor binding	7.75	4.47E-11	14.46	1.87	GO:0005102
Neuropeptide hormone activity	27.67	2.52E-09	6.63	0.24	GO:0005184
Hormone activity	18.64	5.74E-08	6.63	0.36	GO:0005179
Neuropeptide receptor binding	38.74	2.08E-06	4.22	0.11	GO:0071855
G protein-coupled receptor binding	13.84	3.79E-06	6.03	0.44	GO:0001664
Receptor regulator activity	9.58	4.55E-06	7.23	0.76	GO:0030545
Receptor ligand activity	9.41	1.96E-05	6.63	0.71	GO:0048018
Signaling receptor activator activity	9.04	2.58E-05	6.63	0.74	GO:0030546
Organic hydroxy compound transmembrane transporter activity	83.02	3.38E-04	2.41	0.03	GO:1901618
Monoamine transmembrane transporter activity	66.41	5.52E-04	2.41	0.04	GO:0008504
Phosphoric ester hydrolase activity	4.93	6.43E-04	7.84	1.59	GO:0042578
Anion:sodium symporter activity	55.35	6.44E-04	2.41	0.05	GO:0015373
Sodium:chloride symporter activity	55.35	6.84E-04	2.41	0.05	GO:0015378
Phosphoprotein phosphatase activity	7.95	7.06E-04	5.43	0.69	GO:0004721
Anion:cation symporter activity	36.9	1.81E-03	2.41	0.07	GO:0015296
Cation:chloride symporter activity	36.9	1.91E-03	2.41	0.07	GO:0015377
Phosphatase activity	5.05	2.53E-03	6.63	1.32	GO:0016791
Serotonin:sodium symporter activity	83.02	4.17E-03	1.81	0.03	GO:0005335
Neurotransmitter:sodium symporter activity	14.82	5.04E-03	3.02	0.21	GO:0005328
Protein tyrosine/serine/threonine phosphatase activity	23.72	6.17E-03	2.41	0.11	GO:0008138
Solute:sodium symporter activity	11.53	1.26E-02	3.02	0.27	GO:0015370
mRNA 3'UTR binding	11.22	1.36E-02	3.02	0.27	GO:0003730
Protein tyrosine phosphatase activity	10.64	1.59E-02	3.02	0.29	GO:0004725
Neurotransmitter transmembrane transporter activity	10.64	1.65E-02	3.02	0.29	GO:0005326
Adrenergic receptor activity	24.91	3.98E-02	1.81	0.08	GO:0004935

### Atx2 associates preferentially with 3′UTRs of target mRNAs

The RNA edit sites identified by TRIBE reflect the positions to which ADARcd is targeted via direct or indirect Atx2–mRNA interactions. It is therefore possible to use this information to determine the relative positions and preferred sequences for Atx2 binding on respective mRNAs. 

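Each common Atx2 WT site was placed on the transcripts of Ensembl release 115, whose coordinates are those of dm6. A position in several kinds of feature was given to the 3′UTR before the CDS and to the CDS before the 5′UTR. In the 3′UTR lay 217 of the 312 sites, 69.6% (95% Wilson interval 64.2% to 74.4%), in the CDS 78 sites, 25.0% (20.5% to 30.1%), and in the 5′UTR 11 sites, 3.53% (1.98% to 6.20%). The CDS before the 3′UTR gave 67.6% and 26.9%, sites listed in either library gave 66.1% in the 3′UTR, and those of a single library 66.0% and 68.3%. On the longest transcript of each gene, 70.2% of the 299 sites in its UTRs or CDS lay in the 3′UTR. Random positions drawn from the same transcripts lay there in 36.4% of cases, with 95% of draws between 31.4% and 41.1% (permutation of positions, p = 1e-04, the smallest that 10000 draws can give). The draws took any base, without regard to sequence or coverage, whereas only adenosines with enough reads could be listed. How far this moves the 36.4% is unknown.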

By converting the TRIBE edits into metagene coordinates, we found that Atx2 interactions occurred predominantly within 3′UTRs of target mRNAs (69.5%), while the coding region (CDS) and 5′UTR accounted for 26.7% and 4% of edits, respectively (Figure 2A). 

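An annotated exon held 308 of the 312 common sites, or 98.7% (95% Wilson interval 96.8% to 99.5%). The 4 sites outside exons, 1.28% (0.500% to 3.25%), lay in introns of Nap1 at 23906825 on 2R, of bol at 9103275 and 9105411 on 3L, and of Lin29 at 386846 on chromosome 4. Of the exonic sites, 2 were in the noncoding transcript CR44832. These genes are named because of the position of their sites, after those had been seen. With only the longest transcript of each gene as the annotation, 8 of 309 sites (2.59%) were intronic.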

All the identified edits occurred almost exclusively in exons (Figure 2—figure supplement 1), which might be due to polyA selection causing experimental bias or that Atx2 binds to only mature mRNA in the cytoplasm. 

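A common site in the CDS was found in 74 genes. Of these, CG8613, DAT, CG17180, natalisin, CG34362 and dnc, picked out after the sites had been seen, also had a common site in the 3′UTR, which makes 6 genes or 8.11% (95% Wilson interval 3.77% to 16.6%). With a 3′UTR site in either library accepted, the number was 8 (10.8%), and with both kinds of site accepted from either library it was 17 of 169 genes (10.1%). Of the 171 genes with a common site in the 3′UTR, the same 6 genes made 3.51%.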

Edits within CDS were often accompanied by edits in the 3′UTR of the same mRNA, further indicating a key role for Atx2–3′UTR interactions (Figure 2—figure supplement 2). Also pointing to a role in 3′UTR regulation, Atx2 edit sites were particularly prevalent in brain transcripts with longer 3′UTRs that are more often subject to translational control (Inagaki et al., 2020; Miura et al., 2013; Wang and Yi, 2014; Figure 1—figure supplement 3). These observations are consistent with prior work showing that Atx2 can mediate activation or repression of specific mRNA translation via elements in their 3′UTRs (Lee et al., 2017; Lim and Allada, 2013; McCann et al., 2011; Sudhakaran et al., 2014; Zhang et al., 2013).

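The longest annotated 3′UTR had a median of 959 nt in 242 targets and of 321 nt in 8545 other genes tested in brain. The difference of mean log10 length was 0.427, a 2.67-fold difference (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). Targets are expressed above average, and against genes matched on expression the difference was 0.148, or 1.40-fold (permutation of lists, p = 2e-04, the smallest that 10000 lists can give). The 85 targets with a common site outside the 3′UTR, the subset that lowered the difference most, had a median of 391 nt and a difference of 0.109 (permutation test, p = 0.0565). From the position of the edits and the length of these 3′UTRs, the paper proposes a role for Atx2 in regulation through 3′UTRs.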

**Figure 2.**
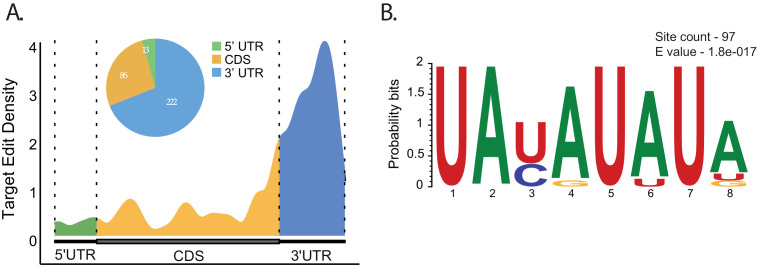
*Atx2* preferentially edits AU-rich sequences in the 3′UTRs of the target mRNAs. (**A**) Metaplot analysis showing Atx2 preferentially associates with 3′UTRs of the target mRNA. (**B**) Motif analyses involving ±100 bases around the edit site using MEME identifies AU-rich element sequences in the 3′UTRs of the target mRNAs.

**Figure 2—figure supplement 1.**
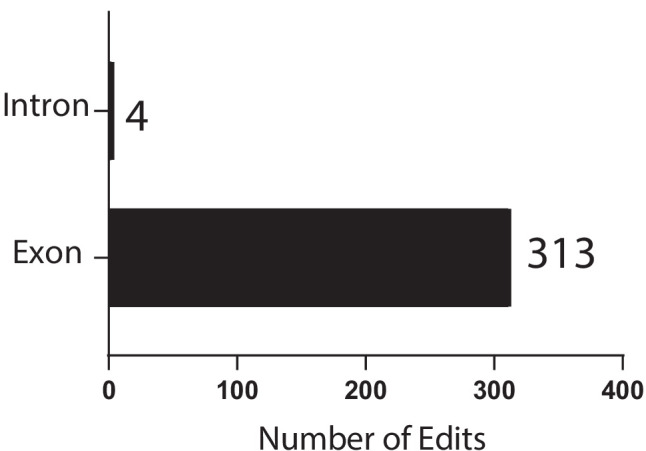
Exon specificity of Atx2 mRNA interactions and sequence selectivity of observed Atx2–coding sequence (CDS) interactions. Atx2-ADARcd fusion protein exclusively edits exons, indicating cytoplasmic binding to mature mRNAs.

**Figure 2—figure supplement 2.**
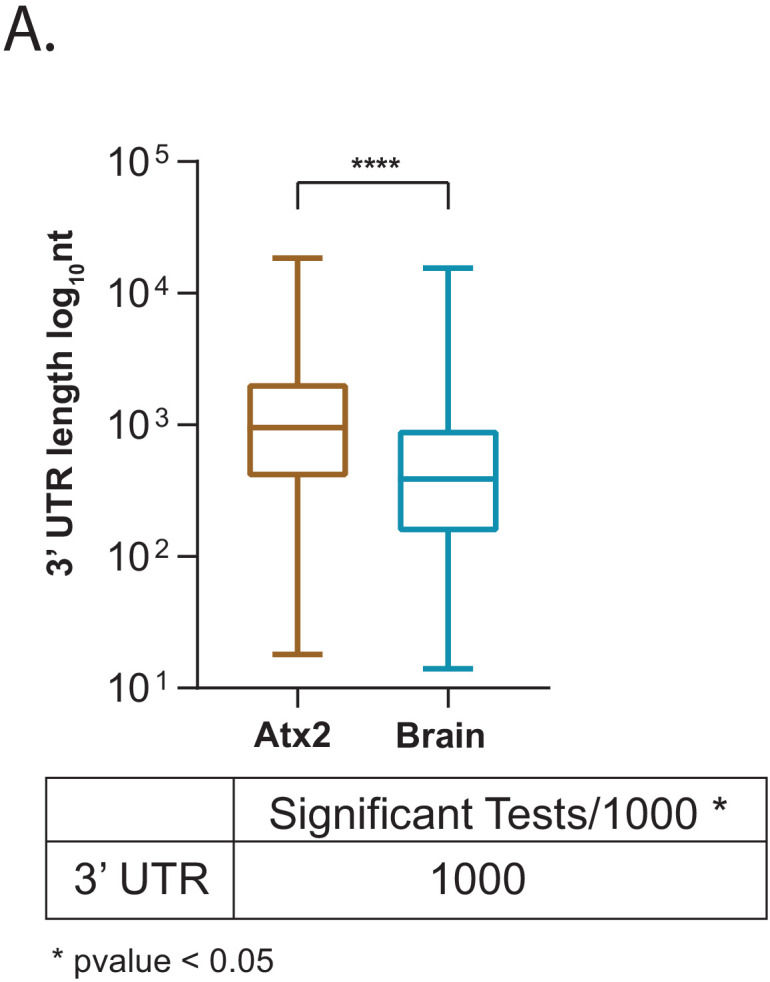
Atx2-target mRNAs have longer-than-average 3′UTRs. Mann–Whitney U test was used to determine the difference in the 3′UTR length between Atx2 targets and brain transcriptome. p-Value is <0.0001, and error bars represent SEM. Bootstraping was performed 1000 times with replacement. Statistics was performed using chi-square test with cutoff (p-value <0.05). Fisher's test was used to combine the p-values.

**Figure 2—figure supplement 3.**
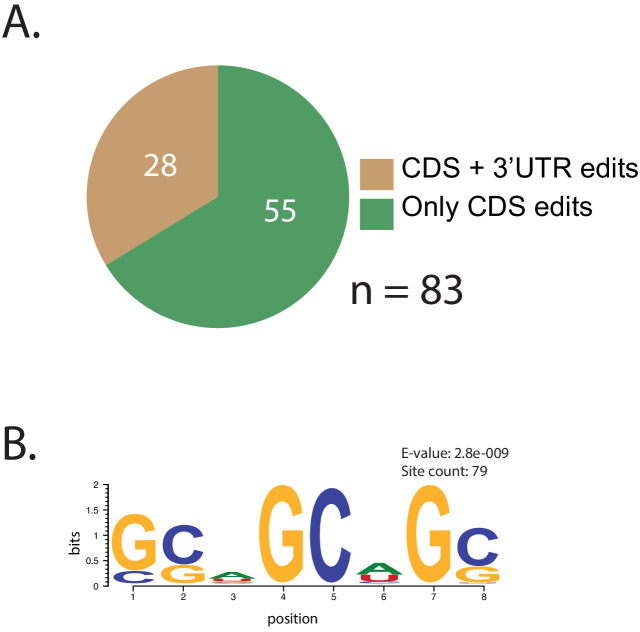
Coding sequence edits were co-existent with 3'UTR edits. (**A**) Coding sequence edits often occurred together with a 3′UTR edit on the same mRNA consistent with an initial Atx2–3′UTR interaction enabling edits to a proximal coding sequence as well. (**B**) A GC-rich motif for Atx2–CDS association indicated by analyses of sequences flanking CDS edit sites.

**Figure 2—figure supplement 4.**
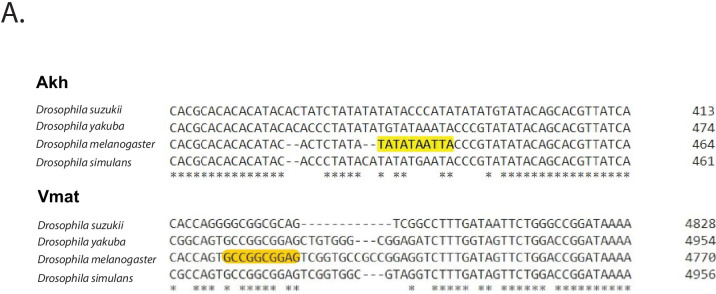
Multiple-sequence alignment was performed for regions around Atx2 binding motifs in *Akh* and *Vmat* genes between *Drosophila melanogaster* and closely related *Drosophila* species.

Further analyses using the MEME suite of tools for motif-based sequence analysis identified an AU-rich element (ARE) ‘UAUAUAUA’ as highly enriched in mRNA target sequences within 100 bases of identified edit sites (Figure 2B). These AREs, previously implicated in the regulation of mRNA stability, are most abundant near 3′UTR edits sites of the target mRNAs, while a secondary motif with GC-rich sequence was found predominantly for the CDS edits (Figure 2—figure supplement 4). A multiple-sequence alignment for two of the genes (*Vmat* and *Akh*) shows the motifs in the 3′UTR are conserved between closely related *Drosophila* species (Figure 3—figure supplement 5). This suggests a model in which Atx2 preferentially associates with ARE-containing 3′UTRs of target mRNAs to regulate their stability in vivo either by directly binding the target mRNA or indirectly via another ARE-binding protein.

### Atx2 stabilizes the majority of its mRNA targets

AREs are major *cis*-regulatory motifs in the 3′UTR of mRNAs that regulate their stability (Otsuka et al., 2019; Vasudevan and Peltz, 2001). For this reason, several RBPs modulate mRNA stability by binding to AREs and regulating their accessibility to RNA degradative machinery (Mayya and Duchaine, 2019). For example, Pumilio binding to ARE increases degradation, while HuR binding stabilizes the mRNAs (López de Silanes et al., 2004; Weidmann et al., 2014). To ask how Atx2 binding alters target mRNA stability, we expressed a previously validated Atx2-targeting RNAi construct in fly brains to reduce endogenous Atx2 expression and used RNAseq to determine how this affected the steady-state levels of Atx2-target and non-target mRNAs (McCann et al., 2011; Sudhakaran et al., 2014).

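RNA-seq was done on brains of flies with the elav-Gal4 driver alone (Gal4 control) and of flies that also carried UAS-Atx2-RNAi, with 3 libraries in each group, from 10 to 12 brains each, read as single ends of 100 nt. The authors mapped the reads with STAR, counted them per gene on the strand of the gene with HTSeq and deposited the counts of 16727 genes without normalization. The total per library ran from 11169973 to 13917685 counts in the control group (median 13819912) and from 13970745 to 14324466 in the RNAi group (median 14223769). Counts were scaled by edgeR's TMM factors after its filter on low counts. At an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 1713 genes were lower and 2143 higher in the RNAi group. Both groups number their replicates from 1 to 3. Same-numbered libraries deviated from their group means with a mean correlation of -0.133 across genes, against 0.0663 for other combinations. With the replicate number as a block, 1240 genes were lower and 1688 higher, of which 1223 and 1658 were among the genes called without it. The scaling that moved the number of lower genes most was library size alone, with 925 lower and 3156 higher.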

Experimental *elav-Gal4, UAS-Atx2-RNAi; Tub-Gal80^ts^* flies were reared to adulthood at 18°C. They were then transferred to 29°C to inactivate Gal80^ts^ and enable neural Atx2-RNAi expression for 5 days before isolating total RNA from brain (Figure 3A). 

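Atx2 (FBgn0041188) lies on chromosome 3R from 15408423 to 15417277 on the plus strand. Its raw counts were 2882, 4050 and 4041 in the Gal4 control libraries and 3139, 3810 and 3949 in the Atx2 RNAi libraries. After TMM normalization these were 302 ± 14.4 CPM (SD, n = 3) in control and 239 ± 33.4 CPM (SD, n = 3) in RNAi brains. Every RNAi library was lower than every control library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold change was -0.34 (SE 0.13, adjusted p = 0.0611, edgeR) without and -0.34 (adjusted p = 0.0808) with the replicate number as a block, and lay between -0.41 and -0.22 when replicates were left out in turn. For this gene alone, edgeR's unadjusted p was 0.0273 without the block. DESeq2, which moved the adjusted p below 0.05, gave -0.39 and 0.0228. Library size alone gave a smaller change, -0.13, with an adjusted p of 0.364, and over the alternatives the adjusted p ranged from 0.0228 to 0.364. The white gene w (FBgn0003996), which marks the transgenes, rose from 75.3 ± 2.01 to 526 ± 121 CPM (SD, n = 3) in the RNAi group, a log2 fold change of 2.81 (SE 0.18, adjusted p = 7.1e-05).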

RNAseq data confirmed partial knockdown of Atx2 mRNA in experimental flies expressing Atx2-RNAi (Figure 3B). Immunoblots might not reflect this at the protein level likely because the expression of RNAi is restricted to *elav* neurons, which are difficult to isolate and analyze, hence we verified Atx2 RNAi efficiency in the wing disc using *ptc-Gal4*. Atx2 levels were down only in the Gal4-expressing cells compared to the neighboring control cells (Figure 3—figure supplement 1).

**Figure 3.**
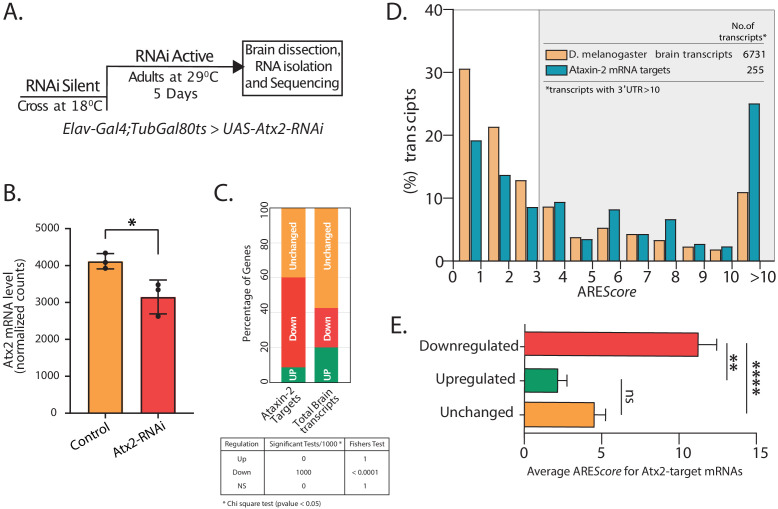
Atx2*–ARE* interactions modulate mRNA stability. (**A**) Schematic of strategy to induce RNAi expression specifically in adult fly brain. Total RNA extracted from brain post 5 days at 29°C was sequenced using Illumina 2500 and differential expression analyzed using DESeq2. (**B**) Normalized mRNA read counts showing Atx2 mRNA levels to be significantly reduced following RNAi expression compared to Gal4 control with a p-value of <0.0298 using Student’s t-test. (**C**) Effect on Atx2-target mRNAs following Atx2 knockdown: the majority are reduced in level, indicating a role for Atx2 is target stabilization. Bootstraping was performed 1000 times with replacement. Statistics was performed using chi-square test with cutoff (p-value <0.05). Fisher’s test was used to combine the p-values. (**D**) ARE*Score* analysis showing AU-rich elements (AREs) to be enriched in Atx2-target mRNAs compared to the brain transcriptome. (**E**) Among Atx2-target mRNAs, higher ARE scores are seen in mRNAs whose levels are reduced following Atx2 knockdown. Figure 3—source data 1.Data related to Figure 3C.Fold changes in Atx2-target mRNAs upon Atx2 RNAi. Figure 3—source data 2.Data related to Figure 3E.Correlation of ARE*Score* and target mRNA levels.

**Figure 3—figure supplement 1.**
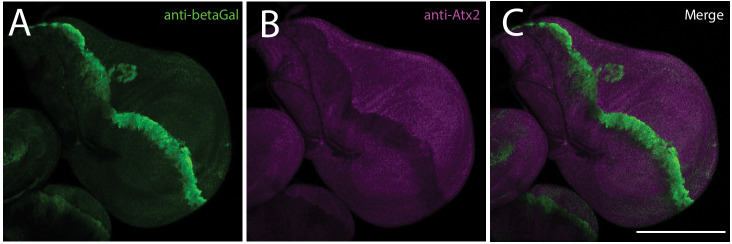
*Atx2* RNAi knockdown reduces Atx2 expressions. *Ptc-Gal4* was used to drive Atx2 RNAi in *Drosophila* wing disc and immunostained with anti-beta-Gal (**A**) and anti-Atx2 (**B**) antibodies. Atx2 levels are reduced in the Gal4-expressing cells (**C**). Figure 3—figure supplement 1—source data 1.Data related to RNAseq mapping percentage from Gal4 and Atx2 RNAi brains.

**Figure 3—figure supplement 2.**
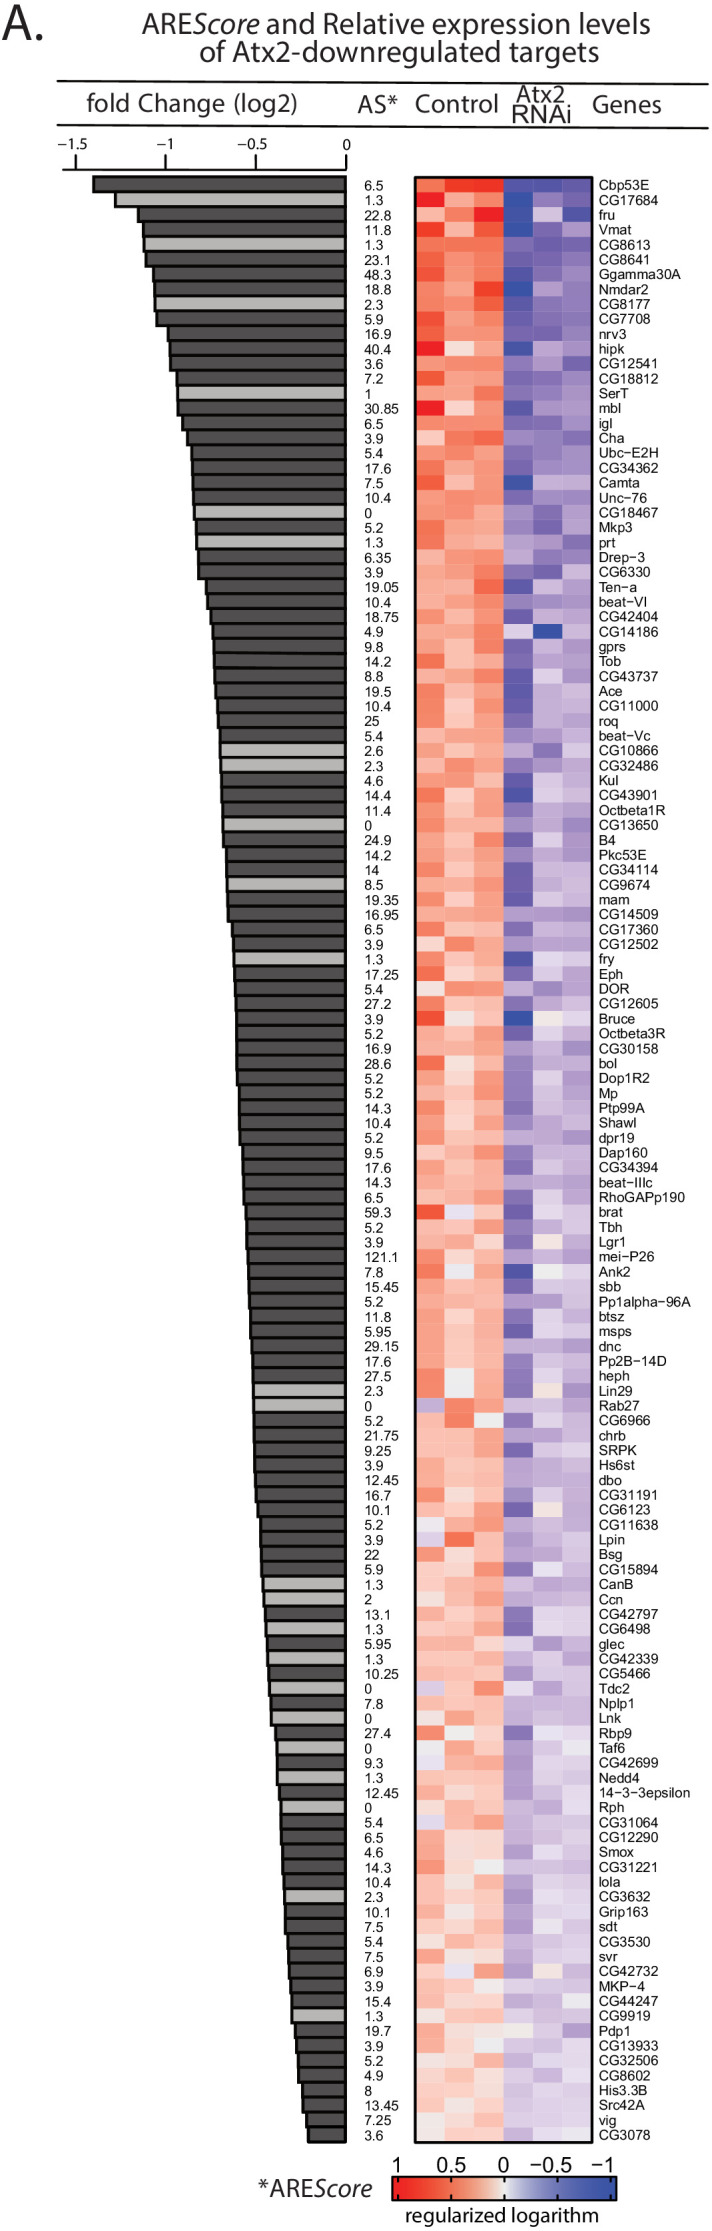
Correlation between ARE*Score* and relative expression levels of Atx2-downregulated targets for three biological replicates (selected based on a p-value<0.05). Heatmap indicates relative expression levels for each mRNA in control and experimental brain samples. Light gray bars represent Atx2-target mRNAs without significant ARE*Score.*

**Figure 3—figure supplement 3.**
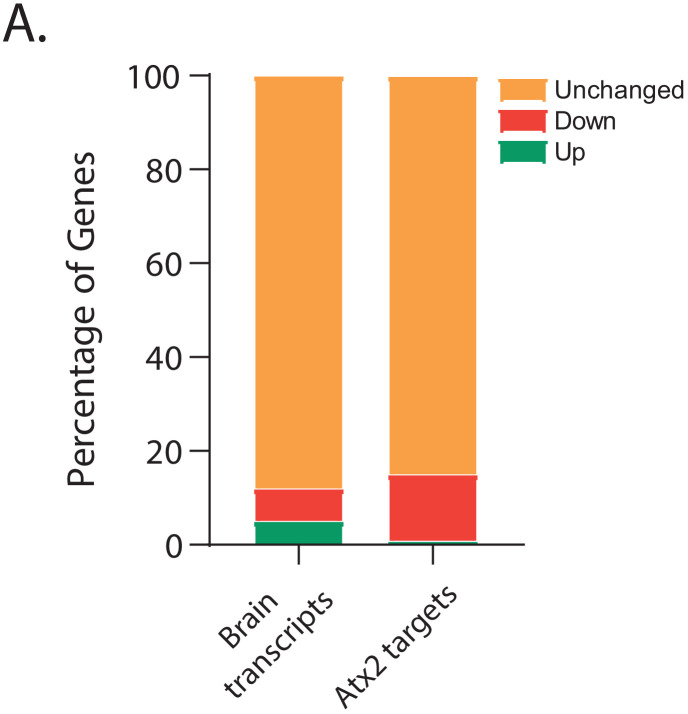
Differential expression analysis of intron reads from control and Atx2 RNAi show no major reduction in levels of Atx2 Targets of RNA-Binding Proteins Identified by Editing nascent mRNA targets. Figure 3—figure supplement 3—source data 1.Fold changes in the introns of Atx2-target mRNAs upon Atx2 RNAi.

**Figure 3—figure supplement 4.**
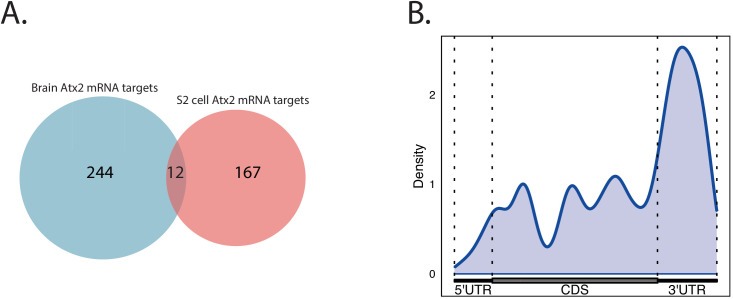
Comparative analyses of Atx2 targets in *Drosophila* brain and S2 cells. (**A**) Comparison of Atx2 S2 cell Targets of RNA-Binding Proteins Identified by Editing (TRIBE) targets with *Drosophila* brain TRIBE targets. (**B**) Metaplot showing Atx2 preferentially associates with 3′UTRs of target mRNAs in S2 cells. Figure 3—figure supplement 4—source data 1.Percentage edits of Atx2-target mRNAs in S2 cells among RNAseq replicates.

**Figure 3—figure supplement 5.**
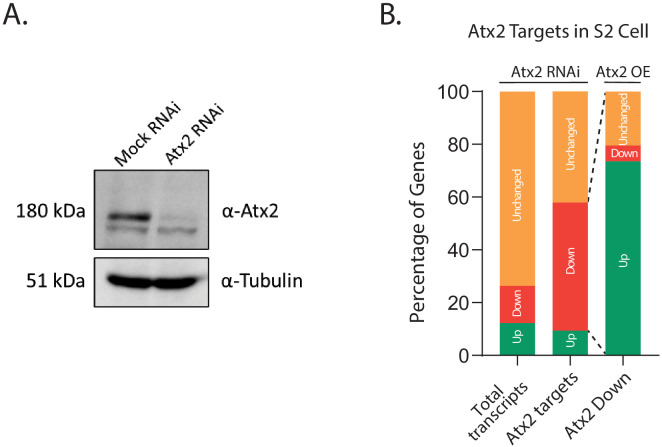
Altering levels of Atx2 in S2 cells affects the levels of target mRNAs. (**A**) Knockdown of Atx2 using dsRNA in S2 cells. Western blots with anti-Atx2 antibody and anti-tubulin show significant reduction in Atx2 levels. (**B**) Knockdown of Atx2 in S2 cells destabilizes majority of its Targets of RNA-Binding Proteins Identified by Editing targets, which are stabilized in overexpression, indicating a role for Atx2 is target stabilization. Figure 3—figure supplement 5—source data 1.Fold changes in Atx2-target mRNAs when Atx2 is overexpressed or knocked down in S2 cells.

**Figure 3—figure supplement 6.**
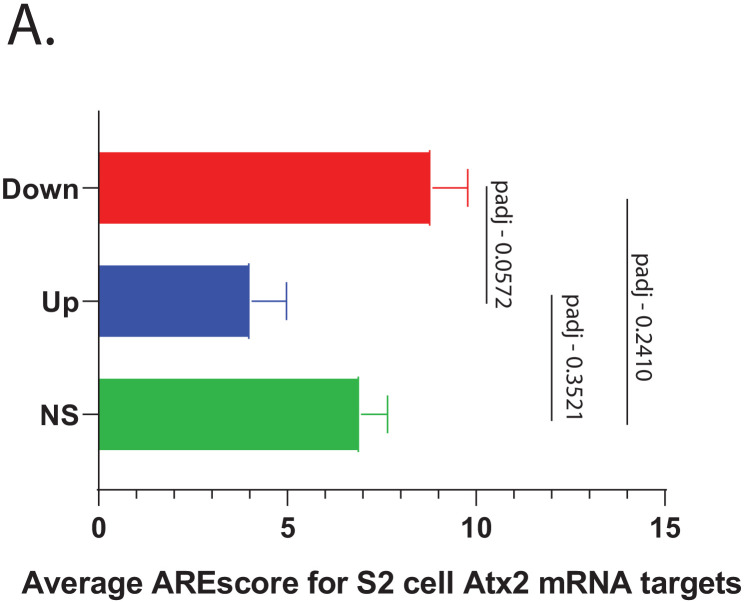
ARE*Score* correlate directly with the stability of Atx2-target mRNAs in S2 cells.

Atx2 knockdown caused a significant reduction in levels of over 53.2% of the Atx2-target mRNAs, indicating a broad role for Atx2 in target-mRNA stabilization (Figure 3C). This was, however, not universal, and we observed that the levels of ~8.8% of the target mRNAs were increased with Atx2 knockdown. 

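Of the 247 Atx2-target mRNAs tested, 117 were reduced at an unadjusted p under 0.05, the paper's criterion, which is 47.4% (95% Wilson interval 41.2% to 53.6%). Of the other genes 22.5% were reduced (odds ratio 3.10, two-sided Fisher's exact test, p = 3.3e-17). When the replicate number was a block, 103 targets (41.7%) and 19.7% of the others were reduced, an excess of 22.0 percentage points. DESeq2 called 132 of 249 targets (53.0%) and 16.9% of the others. Scaling by library size alone, chosen for targets after seeing the data, gave 78 targets (31.6%) and 12.3% of the others. At an adjusted p under 0.05, 100 targets were reduced. Genes are not independent, and the test camera of limma, which allows for correlation between genes, gave p = 2.1e-07 with its preset correlation of 0.01 and p = 0.0386 with the correlation estimated here (0.0373), or p = 0.117 with the block. Random lists of other genes matched on expression held 40.7% reduced genes (permutation of lists, p = 0.0210). Lists matched on expression and on 3′UTR length, a background chosen after seeing the data and the one that moved the result most, held 46.0%, against 47.9% of the 242 targets with an annotated 3′UTR (permutation of lists, p = 0.528). Among the targets, the largest reductions were those of Cbp53E (FBgn0004580, log2 fold change -1.35, SE 0.12, adjusted p = 2.3e-04), from 1426 ± 124 to 561 ± 20.4 CPM (SD, n = 3), and of CG17684 (FBgn0263780, -1.23, SE 0.19, adjusted p = 0.00270). Vmat fell by 1.07 on the log2 scale (SE 0.17, adjusted p = 0.00266) and 14-3-3epsilon by less than this, with -0.31 (adjusted p = 0.0637, and from 0.00501 to 0.412 over the alternatives). Marker genes, chosen after seeing the data, also differed between the groups. The median log2 fold change was -0.69 over 13 neuron genes (-0.48 in lists matched on expression) and 2.5 over 6 fat body genes. Whether a different mix of tissues contributes to the share of reduced targets was not tested. The paper concludes from the share of reduced targets that Atx2 has a broad role in stabilizing its target mRNAs.

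**Figure D2:**
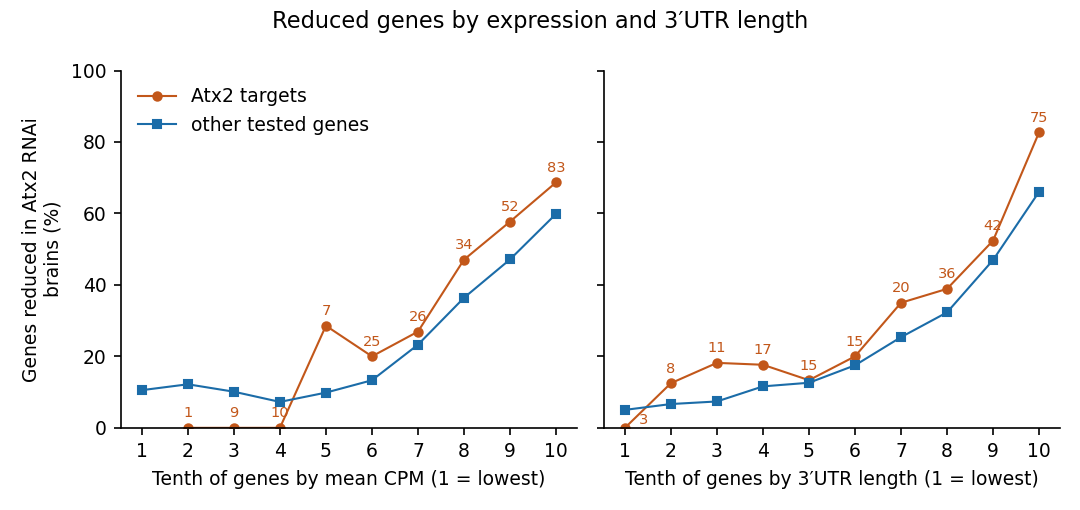
Percent of genes reduced in Atx2 RNAi brains (vertical axis) in 10 equal groups of the tested genes by mean CPM (left) and by 3′UTR length (right), for Atx2 targets (orange, with the number of targets) and other genes (blue). In the top 10% by expression, 68.7% of targets and 59.9% of other genes were reduced, and in the top 10% by 3′UTR length 82.7% and 66.0%.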

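At the same criterion 27 of the 247 targets were increased, 10.9% (95% Wilson interval 7.62% to 15.4%), against 28.7% of the other genes (two-sided Fisher's exact test, p = 3.6e-11). Under the replicate block it was 24 targets (9.72%) and 26.6% of the others, a difference of -16.9 percentage points, and with library size alone 57 targets (23.1%) and 41.7% of the others. DESeq2 gave a smaller difference of -6.95 points, with 22 of 249 targets (8.84%) and 15.8% of the others increased. In lists matched on expression and 3′UTR length 15.3% of genes were increased, against 10.3% of the 242 targets with an annotated 3′UTR (permutation of lists, p = 0.0222). CG42675 (FBgn0261561) had the largest log2 fold change of the targets that passed an adjusted p under 0.05, 1.54 (SE 0.26, adjusted p = 0.00307), from 3.05 ± 0.999 to 8.92 ± 1.24 CPM (SD, n = 3). RpS10b (FBgn0285947) and janA (FBgn0001280) followed with 1.34 (SE 0.15, adjusted p = 5.7e-04) and 1.31 (SE 0.15, adjusted p = 5.4e-04). Akh went from 34.6 ± 9.87 to 91.7 ± 57.8 CPM (SD, n = 3), with overlapping groups and a log2 fold change of 1.40 (SE 0.54, adjusted p = 0.0901, from 0.0633 to 0.196 over the alternatives with all libraries). Leaving out replicates or libraries gave adjusted p from 0.0132 to 0.354, and Akh passed without replicate 2 (log2 fold change 2.00) and without RNAi replicate 2 (1.77, adjusted p = 0.0168). Of the other neuropeptide genes among the targets, Mip had 1.06 (adjusted p = 6.0e-04), Trissin 0.94 (adjusted p = 0.00119), NPF 0.64 (adjusted p = 0.0203), Capa 0.62 (adjusted p = 0.0138) and Dh31 0.47 (adjusted p = 0.0291), whereas Nplp1 had -0.36 (adjusted p = 0.0150, from 1.2e-06 to 0.200 over the alternatives). NPF, Capa and Dh31 did not pass in every fit without a replicate or library, with adjusted p up to 0.134, 0.128 and 0.212.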

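Over all genes tested in brain, 23.2% were lower and 28.2% higher in Atx2 RNAi brains at an unadjusted p under 0.05, and 48.6% were neither. The direction of the changes depended on the scaling, and TMM factors ran from 0.900 to 0.965 in control and from 1.04 to 1.12 in RNAi libraries. Of the genes changed at an adjusted p under 0.05, 44.4% were lower with TMM, 54.2% with DESeq2, 37.2% with upper-quartile scaling and 22.7% with library size alone. The median log2 fold change of all tested genes was 0.06 with TMM and 0.27 with library size alone. The share of changed genes that were lower was 42.3% with the replicate number as a block.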

Non-target mRNA levels were substantially less affected: ~22.5% of all mRNAs from the global brain transcriptome were reduced by Atx2 knockdown, with ~57.2% showing no detectable change in expression levels (Figure 3C). In contrast, the analysis of nascent transcripts using intron reads showed that predominant Atx2 targets (~85%) remain unchanged (Figure 3—figure supplement 3), suggesting that the downregulation of target mRNAs in Atx2 RNAi is posttranscriptional.

To further validate the above results, TRIBE analysis was performed in *Drosophila* S2 cells. Atx2-ADARcd edited ~179 mRNA targets preferentially in the 3′UTR in S2 cells (Figure 3—figure supplement 4A, B). The targets identified from S2 cell TRIBE only marginally overlapped with the targets identified in the *Drosophila* brain (Figure 3—figure supplement 4A). This minimal overlap could be due to the RNA expression differences between the brain and S2 cells and/or target specificity of Atx2 in different cell types. It has been previously noticed that RNA-binding proteins can bind different RNA targets even within different neuronal populations (McMahon et al., 2016).

Like in brain, Atx2 silencing in S2 cells caused reduction in the levels of significant percentage of targets (~49%) compared to ~14% of total S2 transcripts (Figure 3—figure supplement 5A, B). In contrast, ~74% of targets that showed reduced expression in Atx2 RNAi were upregulated in Atx2 overexpression (Figure 3—figure supplement 5B).

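S2 cells are a Drosophila cell line of embryonic origin. They received 5 µg of double-stranded RNA against Atx2 or, as mock, against GFP, and again after 48 h, with 3 libraries in each group. Counts were made as for the brain, with totals from 12420646 to 16108727 (median 12987893) in mock libraries and from 11293375 to 12150135 (median 11967769) in the libraries labelled Atx2 RNAi. Atx2 itself had 2827, 2923 and 3700 counts in mock libraries and 12242, 8229 and 9532 in the libraries labelled Atx2 RNAi. That is 229 ± 2.74 against 843 ± 158 CPM (SD, n = 3), a log2 fold change of 1.88 (SE 0.16, adjusted p = 0.00187), and every library labelled Atx2 RNAi was higher than every mock library (two-sided exact permutation test, p = 0.1, the smallest possible here). The targeted mRNA thus goes against the label, and directions are given here as those of the libraries labelled Atx2 RNAi.

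**Figure D3:**
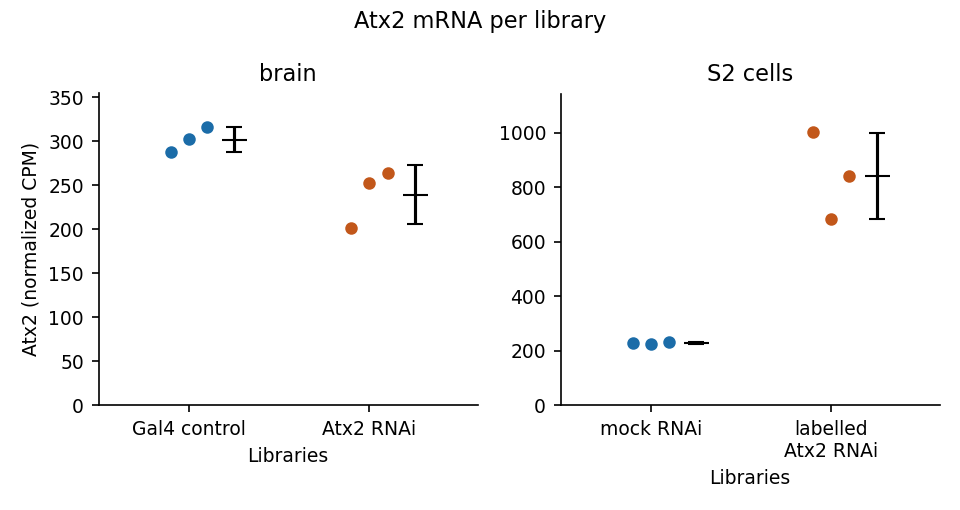
Normalized CPM of Atx2 (vertical axis) in each library (points) of the control and Atx2 RNAi groups (horizontal axis) in brain and S2 cells, with short lines for the mean and error bars for the SD of 3 libraries. In brain the RNAi libraries lie below the control libraries, and in S2 cells the libraries labelled Atx2 RNAi lie above the mock libraries.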

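Of 7567 tested genes, 1103 were lower and 1094 higher in the libraries labelled Atx2 RNAi at an adjusted p under 0.05, and with upper-quartile scaling 782 and 1450. The paper's supplement lists 179 Atx2 targets of S2 cells, of which 170 were tested. In the libraries labelled Atx2 RNAi 86 targets were lower at an unadjusted p under 0.05, 50.6% (95% Wilson interval 43.1% to 58.0%), against 19.3% of the other genes (odds ratio 4.28, two-sided Fisher's exact test, p = 2.1e-19) and 20.0% of all. Lists matched on expression and 3′UTR length, a background chosen after seeing the data and the one that moved this most, held 45.3% lower genes (permutation of lists, p = 0.181). Of the targets 24 were higher, 14.1%, against 20.9% of the others (Fisher's exact test, p = 0.0347). For the targets as a set, camera of limma gave p = 9.1e-06 with its preset correlation between genes and p = 0.174 with the correlation estimated from these libraries (0.110). After Atx2, the targets with the largest log2 fold changes were CR44999 (0.69, adjusted p = 0.0456, from 0.0371 to 0.400 over the alternatives), Hsromega (0.47, adjusted p = 5.1e-04), CR42862 (0.46, adjusted p = 1.4e-06) and CG2765 (-0.43, adjusted p = 1.6e-05).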

Together, the RNAseq data (1) provide additional evidence in support of in vivo interactions between Atx2 and target mRNAs identified by TRIBE analysis and (2) are consistent with Atx2 binding to the ARE motif acting predominantly to stabilize target mRNAs.

ARE*Score* is a numerical assessment of ARE strength with high scores correlating to reduced RNA stability in reporter assays (Spasic et al., 2012). In support of a broad role for Atx2 in the regulation of ARE function in neurons, UTRs with high ARE*Score* are clearly enriched in the Atx2-target mRNAs compared to the general neural transcriptome (Figure 3D). Further, within the group of Atx2-target RNAs identified by TRIBE, higher ARE*Score* strongly predict mRNAs whose steady-state levels are reduced by Atx2 knockdown in brain and S2 cells (Figure 3E, Figure 3—figure supplement 6). These results indicate that Atx2 stabilizes a subset of its target mRNAs by binding to AREs.

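AREScores of the brain targets are those of the paper's supplement, and the response of each target was called here at an unadjusted p under 0.05. The mean AREScore was 11.5 ± 14.2 (SD, n = 117 genes) in reduced, 5.29 ± 7.05 (n = 103) in unchanged and 1.92 ± 2.44 (n = 26) in increased targets. All 3 comparisons passed a two-sided permutation test with Benjamini-Hochberg adjustment (6.0e-05 for reduced against unchanged, 0.00241 for reduced against increased, 0.0166 for increased against unchanged). The last did not pass with calls from DESeq2 (permutation test, adjusted p = 0.110), at an adjusted p under 0.05 (0.0594) or without replicate 3 (0.0718), with a range of 0.0234 to 0.110 over the alternatives, those without a replicate included. Calls made with the replicate block gave a difference of 5.61 between reduced and unchanged targets. Across 242 genes, which are not independent, AREScore correlated with the log2 fold change with a Spearman's rho of -0.514 (permutation test, p = 1e-05, the smallest that 100000 resamples can give). The score also rose with 3′UTR length (rho 0.853), and length correlated with the log2 fold change with a rho of -0.598. With length held constant, the partial rho of AREScore and log2 fold change was 0.0111 (permutation test, p = 0.863). S2 cell AREScores were not used here. From the higher scores of reduced targets, the paper concludes that Atx2 stabilizes a subset of its target mRNAs by binding to AREs.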

The data also point to alternative and/or context-specific mechanisms for mRNA regulation by Atx2. 

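An AREScore of 0 was listed for 38 of the 246 brain targets with a score and a test in the brain libraries (15.4%). Of these, 6 were reduced, 12 increased and 20 unchanged. Of the 208 targets with a higher score, 97 (46.6%) were not reduced. Among the 121 targets above the median score of 4.9, 37 (30.6%) were not reduced.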

For instance, some Atx2-target mRNAs lack AREs and a significant subset of ARE containing target mRNAs are not destabilized by Atx2 knockdown (Figure 3—figure supplement 2). These could be explained by alternative pathways by which Atx2 is recruited to mRNAs, for example, via microRNA pathway components (McCann et al., 2011; Sudhakaran et al., 2014) or by further layers of regulation conferred by additional RBPs recruited onto target mRNAs.

To further understand the mechanisms by which Atx2 interacts with its target mRNAs, we asked which domains of Atx2 might be required for this function. In particular, we asked whether the unstructured IDR or structured Lsm/LsmAD domains contributed to the specificity of Atx2–mRNA target interactions.

### The cIDR domain enables and the Lsm domain opposes Atx2 interactions with target mRNA

Atx2 has three structured domains (Lsm, LsmAD, and PAM2) embedded within extended, poorly structured regions of the protein (Bakthavachalu et al., 2018). Although interactions mediated by structured domains in vivo are necessary for normal organismal viability in *Drosophila*, the mechanism by which structure domains function is only clear for PAM2, which, by binding to polyA binding protein PABP, likely allows interactions with polyA tails of mRNAs (Satterfield and Pallanck, 2006). In contrast, the most prominent disordered regions in Atx2 (mIDR and cIDR) contribute little to animal viability but are selectively required for the assembly of mRNPs in neurons or cultured cells (Bakthavachalu et al., 2018). To test how Lsm, LsmAD, and cIDR domains of Atx2 contribute to the specificity of mRNA target interactions, we performed TRIBE analyses with specific domain-deleted forms of Atx2 (Figure 4B). Because purified Lsm domain alone as well as Lsm+LsmAD domains has been reported to bind the AU-rich sequences in vitro, we generated transgenes expressing a construct with Lsm+LsmAD domains of Atx2 fused to the catalytic domain of ADAR (Yokoshi et al., 2014). In addition, we created transgenic lines expressing Atx2 deleted for either Lsm, LsmAD, mIDR, or cIDR domains based on the UAS-Atx2-ADARcd construct scaffold (Figure 4A). 

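The 5 altered forms were compared with the Atx2 WT lists. They are Atx2 without the Lsm domain (Atx2∆Lsm), the LsmAD domain (Atx2∆LsmAD), the middle disordered region (Atx2∆mIDR) or the C-terminal one (Atx2∆cIDR), and Lsm+LsmAD alone, with 2 brain libraries each. The authors deposited the same kind of list for each library. According to the paper's supplement, replicates 1 and 2 had 15270000 and 16360000 read pairs for Atx2∆Lsm, 20925000 and 14325000 for Atx2∆LsmAD, 26945000 and 29180000 for Atx2∆mIDR, 26645000 and 31055000 for Atx2∆cIDR, and 28120000 and 29335000 for Lsm+LsmAD. All were strand-specific with 100 nt reads, whereas the Atx2 WT libraries had 125 nt reads without strand. The layout and the change in the protein therefore cannot be told apart in a comparison with Atx2 WT, and no comparison of Atx2 WT with an altered form within the same layout is possible. The 5 altered forms share a layout and can be compared with each other. With 2 libraries against 2, no exact permutation test can give a p under 0.333.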

Using the same approach as earlier, we analyzed how each of the domain deletions affected the Atx2-target binding in adult neurons.

**Figure 4.**
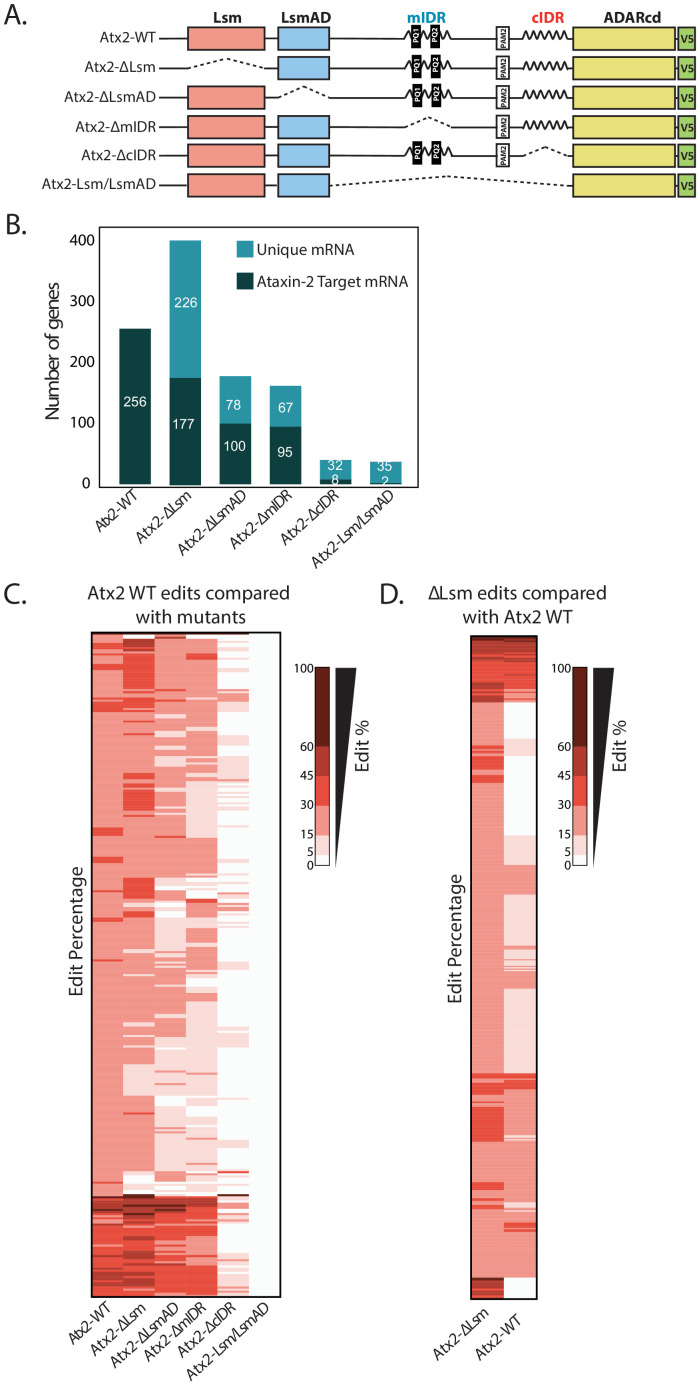
Atx2 requires its cIDR domain for interaction with its target mRNA. (**A**) An illustration of domains of Atx2. The structured (Like-Sm [Lsm] and Lsm-associated [LsmAD]) and disordered domains (mIDR and cIDR) of Atx2 protein were deleted one at a time to understand the domains necessary for its interaction with target RNA. The wild-type Atx2 and the deletions contained a c-terminal ADARcd and V5 tag. The deletions are shown by the dotted lines. (**B**) Deletion of LsmAD or mIDR domain reduced the ability of Atx2 to interact with its targets, while cIDR deletion almost entirely prevented Atx2 mRNA interactions. The Lsm-domain deletion showed an overall increase in mRNA edits. (**C**) More detailed heatmap view of individual target mRNAs showing target edit percentages in flies expressing control or domain-deleted forms Atx2 fused to ADARcd. (**D**) Most of the apparently new targets identified in Atx2∆Lsm Targets of RNA-Binding Proteins Identified by Editing analyses are also edited, albeit at a lower efficiency, in flies expressing full-length Atx2-ADAR fusions. This suggests that deletion of the Lsm domain increases the interaction of Atx2 with its native target mRNAs. (For **C** and **D**, 15% threshold edits identified for samples in column 1 [Atx2 WT in **C** and Atx2∆Lsm in **D**] was used to compare with all the edits of the rest of the columns to generate a heatmap.) Figure 4—source data 1.Data related to Figure 4B.mRNA targets identified for different Atx2 domain deletions. Figure 4—source data 2.Data related to Figure 4C, D.Edit percentages for Atx2-target mRNAs identified using different domain deletions.

**Figure 4—figure supplement 1.**
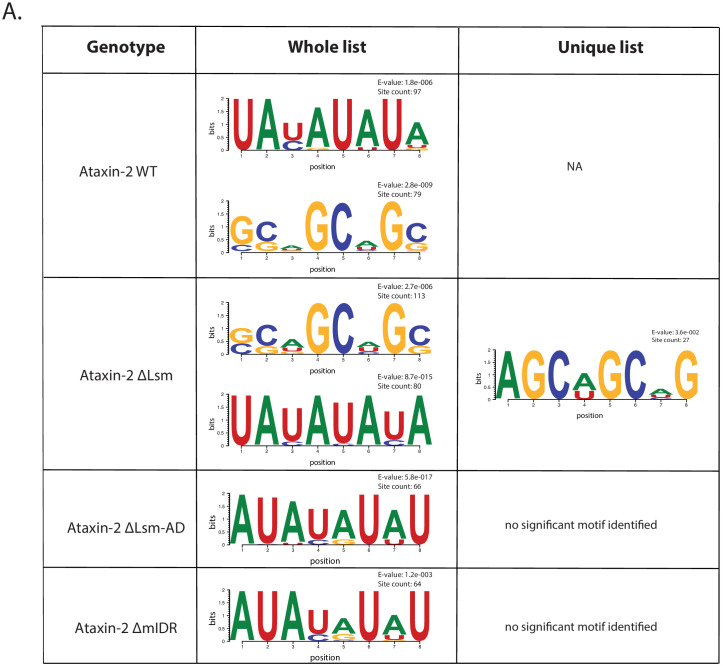
Atx2 Like-Sm (Lsm), Lsm-associated (LsmAD), or mIDR domains are not essential for AU-rich motif preference. MEME analysis showing Atx2 preferentially associates with AU-rich motif on target mRNA. Deletion of Lsm, LsmAD, or mIDR domains does not block the Atx2 AU-rich motif preference. Unique targets found in Lsm domain deletion have a GC-rich motif preference, which is also identified as the second most predominant motif that Atx2 WT bind. Figure 4—figure supplement 1—source data 1.Mapping percentage for different Atx2 deletions.

**Figure 4—figure supplement 2.**
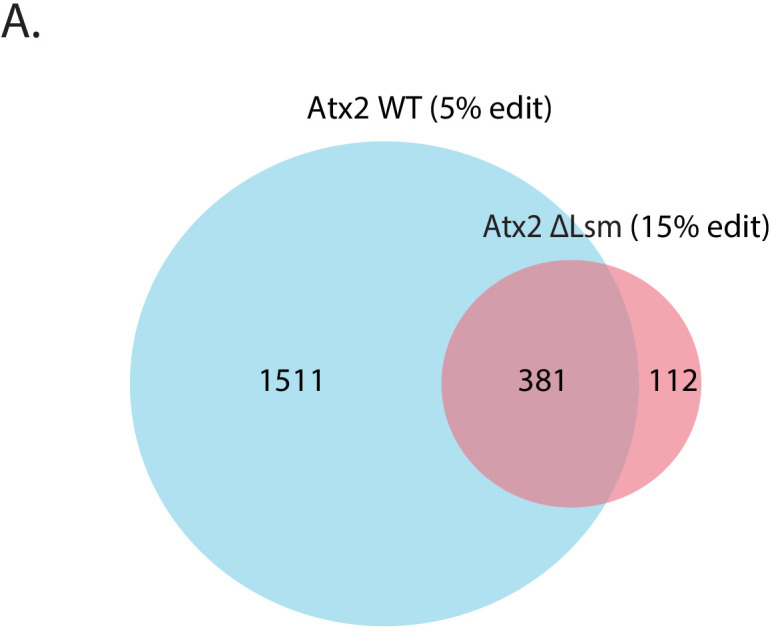
Atx2∆Lsm unique targets were present at a reduced edit threshold in Atx2 WT. Several of the Atx2∆Lsm edits found at 15% threshold were found in Atx2 WT edits at 5% threshold.

**Figure 4—figure supplement 3.**
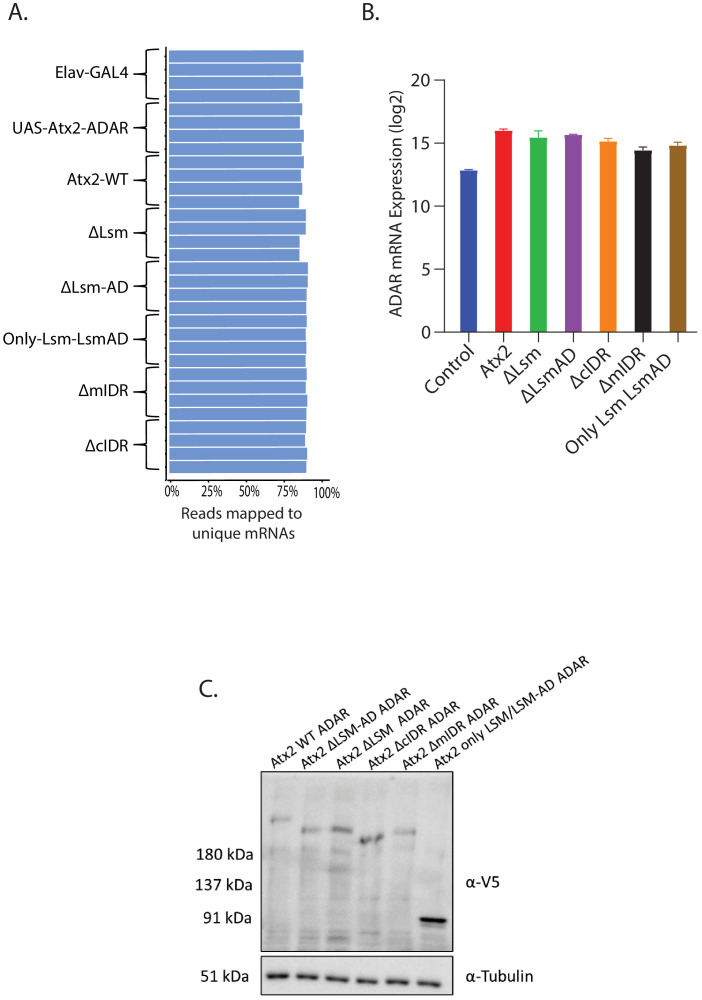
Equivalent read quality and ADAR expression across Atx2 deletion analyses. Poly(A)-enriched mRNA from 10 to 12 brains was sequenced using paired-end libraries on Illumina 2500. (**A**) The reads obtained were comparable between genotypes and of high quality, and mapping to the *Drosophila* genome was >80% for all the samples (Figure 4—figure supplement 1—source data 1). (**B**) Quantification for ADAR mRNA as a read out for transgene expression showed expression above the endogenous control and comparable between Atx2 WT and the various mutant transgenic lines. (**C**) Western blots with anti-V5 antibody show levels of Atx2 transgene expression in *Drosophila* brain among transgenic lines.

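Lsm+LsmAD-ADARcd libraries listed 96 and 87 sites, a mean of 91.5 ± 6.36 (SD, n = 2), which was 0.186 of the mean of Atx2 WT (two-sided exact permutation test, p = 0.333, the smallest possible). Per 1000000 read pairs the ratio was 0.237, and the mean ratio of same-numbered libraries was again 0.186. Among sites edited at 20% or more the ratio was 0.278, and at 30% or more 0.427. Leaving out chromosome 3, an alternative chosen after seeing the data, gave 0.0532. The 2 libraries shared 42 sites in 37 genes, 29.8% of the sites in either (95% Wilson interval 22.9% to 37.8%). Of the 256 Atx2 target genes, 2 were among the 37 (0.781%, 0.215% to 2.80%), against 0.358% of other tested genes (two-sided Fisher's exact test, p = 0.232). They were CG14186, edited at 27.75% ± 9.12 (SD, n = 2) at position 20098494 of 3L in the 3′UTR, and CG6707, edited at 35.1% ± 1.70 at position 9896305 of 3L in the CDS. Neither position is a common site of Atx2 WT. Of the 42 sites 35 lay on chromosome 3.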

Initial observations indicated that Lsm+LsmAD domains on their own could not efficiently target ADAR to mRNA: transcripts sequenced from Lsm+LsmAD-ADARcd-expressing brains contained negligible edits, which did not overlap significantly with Atx2 targets (Figure 4B). Therefore, the Lsm and LsmAD domains are insufficient to drive Atx2–mRNA interactions in vivo. Further, deletions of either Lsm or LsmAD did not block the ability of Atx2 to interact with most TRIBE targets: thus, they appear neither necessary nor sufficient for Atx2 targeting to these mRNAs (Figure 4B, C). These surprising observations led us to examine the role of disordered domains in driving Atx2–mRNA interactions in vivo.

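Atx2∆Lsm had a common site in 177 of the 256 Atx2 target genes, 69.1% (95% Wilson interval 63.2% to 74.5%), against 2.37% of other tested genes (two-sided Fisher's exact test, p = 1.7e-186). Atx2∆LsmAD had one in 100, 39.1% (33.3% to 45.2%), against 0.782% (Fisher's exact test, p = 1.9e-119). A site in either library of the form, the alternative that moved these shares most, gave 89.1% and 73.8%. At the 202 common sites of Atx2 WT that both Atx2∆Lsm libraries listed, the mean edit was 31.2% ± 0.524 in Atx2∆Lsm and 27.5% ± 0.775 in Atx2 WT (SD, n = 2), higher by 3.67 percentage points (two-sided exact permutation test, p = 0.333, the smallest possible) and higher at 145 of the sites (71.8%). Same-numbered libraries differed by 3.49 and 3.84, and their deviations correlated at 0.145 across sites. The replicate number as a block cannot change the mean of such differences. At the 71 sites common to Atx2 WT, Atx2∆Lsm, Atx2∆LsmAD and Atx2∆mIDR, the rise in Atx2∆Lsm was weaker. It was 2.58 percentage points there, with 42 of the sites (59.2%) higher, and the difference for Atx2∆LsmAD was -5.11. At 117 sites listed for Atx2∆LsmAD, the mean edit was 26.9% ± 2.49 against 31% ± 0.810 in Atx2 WT, a difference of -4.09 (exact p = 0.333). Same-numbered libraries correlated at -0.221 there. Their differences were -6.42 and -1.76, and with the numbers crossed, a pairing chosen after seeing the data, they were -5.28 and -2.91. Sites that fell under 15% in a form do not enter these means. The largest rise in Atx2∆Lsm was that of Octbeta3R at 12512094 on 3R, in the 3′UTR, from 24.85% ± 11.5 to 49.35% ± 11.8 (SD, n = 2).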

In contrast to the effects of deleting the Lsm domain, deletion of cIDR abolished Atx2 binding to most target mRNAs (Figure 4B, C). 

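Atx2∆cIDR libraries listed 88 and 116 sites (mean 102 ± 19.8, SD, n = 2), 0.208 of Atx2 WT (two-sided exact permutation test, p = 0.333, the smallest possible), and with the replicate number as a block 0.209. They shared 47 sites in 40 genes. Of the 256 target genes, 8 had a common site (3.13%, 95% Wilson interval 1.59% to 6.04%), against 0.346% of other tested genes (two-sided Fisher's exact test, p = 7.2e-06), and 11.3% had a site in either library. The 8 genes were Akh, Bub3, CG6867, CG8814, Ccn, Dop1R2, NPF and Taf6. At position 4142020 of 3L in Akh the edit was 63.7% ± 2.12 (SD, n = 2). At position 16611268 of 3R in NPF it was 17.7% ± 0.318, where Atx2 WT had 55.1% and 56.9%. Over the 9 common sites of Atx2 WT that both libraries listed, the mean edit was 25.0% ± 1.28, against 41.6% ± 0.605 in Atx2 WT, and all 9 were lower. Of the 35 sites that Atx2 WT libraries did not list, 33 lay on chromosome 3. As the cIDR has a major part in mRNP assembly, the paper proposes that Atx2 comes near target mRNAs only after cIDR-mediated granule formation.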

As the cIDR plays a major role in mRNP assembly (Bakthavachalu et al., 2018), this unexpected observation suggests that Atx2 moves into proximity of target mRNAs only after cIDR-mediated granule formation. Deletion of the mIDR resulted only in a relatively minor reduction in target binding, but this is consistent with prior work indicating only a minor role in mRNP assembly (Bakthavachalu et al., 2018). In addition, the deletion of Lsm, LsmAD, or mIDR domains did not alter AU-rich motif preference for Atx2, suggesting that these domains do not provide mRNA binding specificity (Figure 4—figure supplement 1). 

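Atx2∆mIDR libraries listed 493 and 286 sites (mean 389.5 ± 146, SD, n = 2), 0.792 of Atx2 WT, with an exact permutation p of 0.667. The difference is smaller than the spread between the Atx2∆mIDR libraries. Without chromosome 3, an alternative chosen after seeing the data, they listed 202 and 100 sites against 281 and 245 in Atx2 WT, a ratio of 0.574 (two-sided exact permutation test, p = 0.333). The Atx2∆mIDR libraries shared 198 sites (34.1% of those in either, 95% Wilson interval 30.3% to 38.0%) in 162 genes. A common site was found in 95 of the 256 target genes, 37.1% (31.4% to 43.2%), against 0.704% of other tested genes (two-sided Fisher's exact test, p = 2.3e-114), and a site in either library in 71.9%. At 116 shared sites the mean edit was 31.6% in replicate 1 and 22.2% in replicate 2, where the Atx2 WT libraries had 32.0% and 32.1%. The mean difference of -5.15 percentage points is smaller than the SD of Atx2∆mIDR, 6.64.

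**Figure D4:**
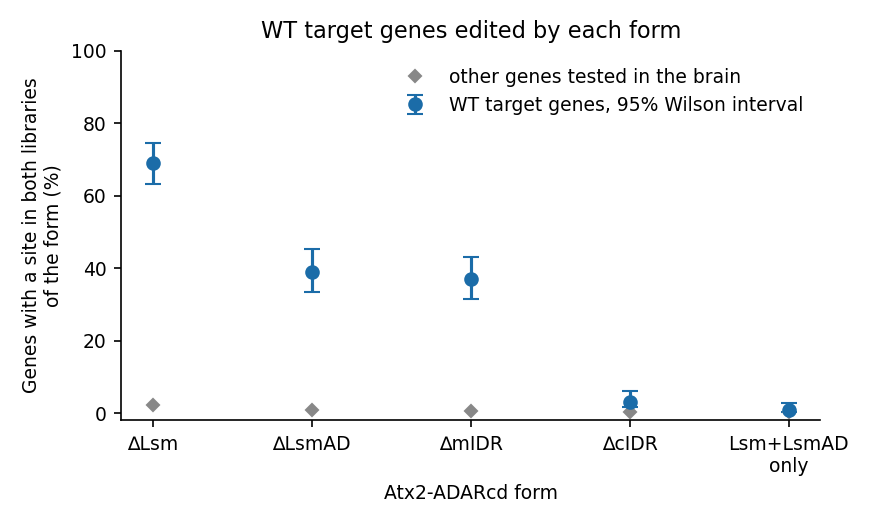
Percent of the 256 Atx2 WT target genes with a site in both libraries of each altered form (blue points, vertical axis, with 95% Wilson intervals) and percent of other genes tested in brain (grey diamonds). Atx2∆Lsm has the highest share (69.1%), the intervals of Atx2∆LsmAD and Atx2∆mIDR overlap, and Atx2∆cIDR and Lsm+LsmAD lie lowest, at 3.13% and 0.781%.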

Deeper analyses provided additional support for a model in which Atx2 associates to RNA-binding proteins in individual mRNPs, but is brought into closer contact with mRNAs through remodeling events associated with the formation of higher order mRNP assemblies.

A key observation is that while Lsm-domain deletions did not reduce RNA edits, they also curiously resulted in a significantly larger number of edited target mRNAs compared to the full-length, wild-type Atx2 (Figure 4C). 

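Atx2∆Lsm libraries listed 940 and 884 sites, a mean of 912 ± 39.6 against 491.5 ± 29.0 for Atx2 WT (SD, n = 2), which is 1.86 times as many (two-sided exact permutation test, p = 0.333, the smallest that 2 libraries against 2 allow). With the replicate number as a block the mean ratio was also 1.86, and same-numbered libraries differed by 428 and 413 sites, more than the spread within either genotype. The Atx2∆Lsm libraries shared 478 sites in 403 genes. Edited genes numbered 732 ± 5.66 per library against 393 ± 19.8 (SD, n = 2). Among sites edited at 20% or more the ratio was 2.09, and at 30% or more 2.43. Leaving out chromosome 3, an alternative chosen after seeing the data, gave 1.61. Atx2∆LsmAD libraries listed 396 and 511 sites (453.5 ± 81.3, SD, n = 2), which overlap the Atx2 WT range. Without chromosome 3 they listed 138 and 209 sites, fewer than either Atx2 WT library, with a ratio of 0.66 (two-sided exact permutation test, p = 0.333).

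**Figure D5:**
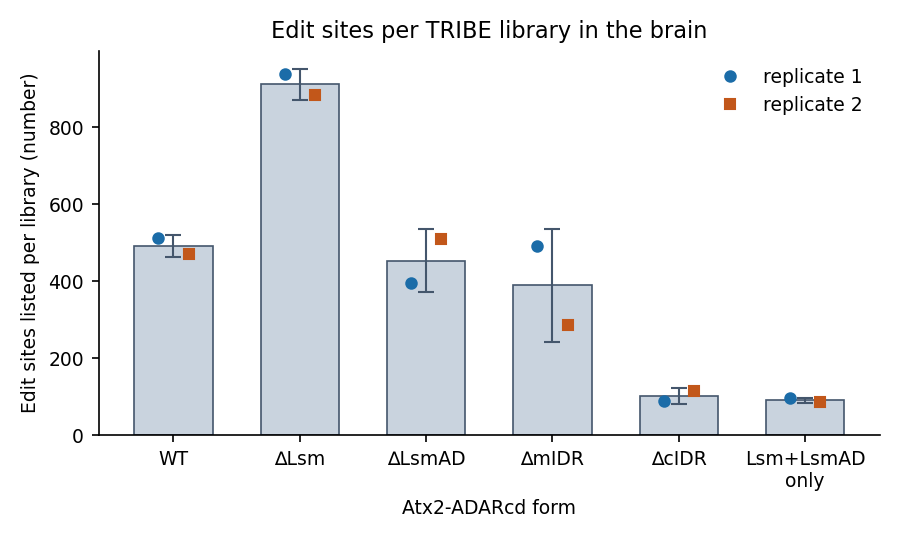
Edit sites listed per library (vertical axis) for Atx2 WT and each altered form (horizontal axis), with points for the 2 replicates, bars for their mean and error bars for their SD. Both Atx2∆Lsm libraries lie above both Atx2 WT libraries, and those of Atx2∆cIDR and Lsm+LsmAD lie lowest, at 116 sites or fewer.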

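Of the common Atx2∆Lsm sites, 276 were not common sites of Atx2 WT. Of these, 77 were listed in 1 of the Atx2 WT libraries (27.9%, 95% Wilson interval 22.9% to 33.5%), with a median edit of 18.0% there and 22.4% in Atx2∆Lsm. The other 199 were in neither library at 15% or more. On chromosome 3 lay 157 of the 276 sites, of which 37 (23.6%) were listed in Atx2 WT, and of the 119 on other chromosomes 40 (33.6%). The paper's supplement also lists Atx2 WT edits at lower levels. Only 1999 lines of that list were read here, and their stretch of the genome holds 2 of the 276 sites. Both were listed there, with a median edit of 5.675% against 17.35% in Atx2∆Lsm. The rest of the 276 sites could not be looked up.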

A more detailed analysis showed that several of the apparently novel targets of Atx2∆Lsm were also bound by the wild-type Atx2 but with reduced affinity and were therefore below the threshold of our analysis (Figure 4D, Figure 4—figure supplement 2). Because sequencing depth, read quality, and ADAR mRNA and protein levels were similar across control and domain-deletion experiments (Figure 4—figure supplement 3A–C), these observations argue that the Lsm domain acts to broadly antagonize physiologically relevant mRNA interactions driven by the cIDR. Thus, while the cIDR domain of Atx2 is essential for its mRNA target interactions, the Lsm domain is inhibitory: in its absence, Atx2 shows an enhanced association with its native, target mRNAs.

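Per 1000000 read pairs, Atx2 WT libraries listed 13.2 and 13.7 sites, and Atx2∆Lsm libraries 61.6 and 54.0, so that their ratio was 4.29. The other ratios rest on 18.9 and 35.7 for Atx2∆LsmAD, 18.3 and 9.80 for Atx2∆mIDR, 3.30 and 3.74 for Atx2∆cIDR, and 3.41 and 2.97 for Lsm+LsmAD. Atx2∆LsmAD had fewer sites than Atx2 WT on average and 2.03 times as many per 1000000 read pairs. According to the paper's supplement, bases with a quality score of Q30 or better made up 85.85% and 85.34% in Atx2 WT libraries, and from 95.3% to 97.0% in those of the altered forms, which were sequenced in another layout. Median edits were 20.3% and 19.4% in Atx2 WT and 21.4% and 20.0% in Atx2∆Lsm libraries. Since the paper takes depth, quality and ADAR levels as similar across genotypes, it reasons that the Lsm domain antagonizes mRNA interactions driven by the cIDR.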

### The Atx2 Lsm domain inhibits cIDR-mediated mRNP granule assembly

The most parsimonious explanation for the observed opposing effects of Lsm and cIDR domain deletions on mRNA editing (Figure 4) is that the Lsm domain functions to oppose cIDR-mediated mRNP granule assembly (Bakthavachalu et al., 2018). To directly test this hypothesis, we first asked whether deletion of the Lsm domain enhanced Atx2 RNP assembly. Expression of wild-type C-terminally SNAP tagged Atx2 (Atx2-SNAP) in S2 cells led to the formation of SG-like RNP-granule foci through a mechanism dependent on cIDR as described previously (Figure 5ii, v; Bakthavachalu et al., 2018). Strikingly consistent with our predictions, expression of Atx2∆Lsm-SNAP constructs lacking the Lsm domain induced significantly larger RNP granules compared to wild-type Atx2-SNAP (Figure 5i). Similar to wild-type Atx2-SNAP granules, these large Atx2∆Lsm-SNAP-induced granules also contained the SG protein, G3BP/Rasputin (Rin) (Figure 5—figure supplement 1), and their formation required the presence the cIDR (Figure 5iv). Thus, Lsm domain appears to act antagonistically to cIDR to prevent RNP granule assembly.

**Figure 5.**
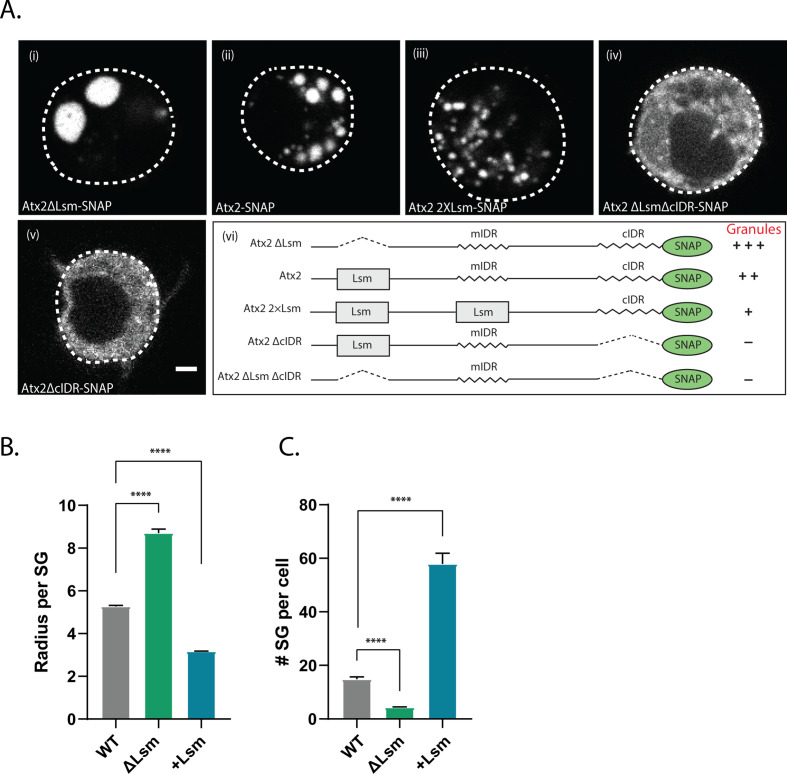
Atx2 Like-Sm (Lsm) domain alters granule dynamics. (**A**) *Drosophila* S2 cells expressing Atx2 protein with a C-terminal SNAP tag. Atx2∆Lsm form large cytoplasmic granules (i) that are much larger than WT Atx2 granules (ii). Atx2 with an additional Lsm domain in place of mIDR to create 2XLsm forms smaller granules compared to WT Atx2 in S2 cells (iii). Deletion of cIDR domain blocks Atx2 granule formation (iv). In the absence of cIDR, Lsm deletion does not rescue Atx2 granules (v). Domain map along with the granule phenotype is shown in (vi). The scale bar corresponds to 2 µm. (**B**) Radius of the stress granule (size) and (**C**) number of stress granules per cell were quantified and plotted. More than 80 cells per genotype were used for granule quantification.

**Figure 5—figure supplement 1.**
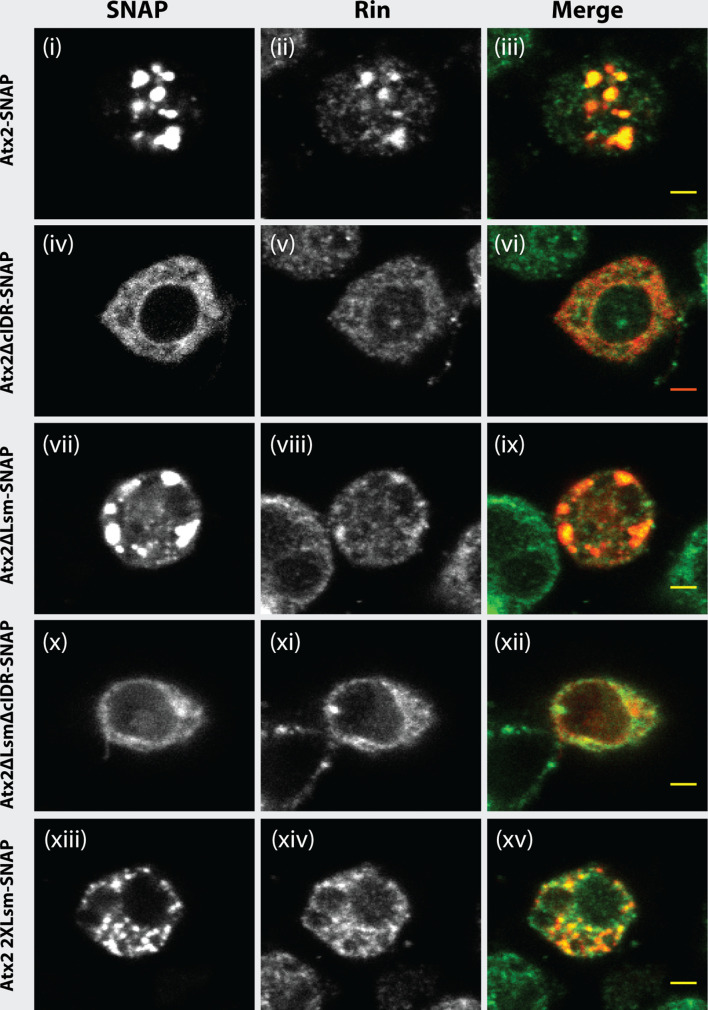
Granules formed by overexpression of Atx2 and ∆Lsm resemble stress granules (SGs) that also contain SG protein Rasputin (Rin). Atx2 WT forms cytoplasmic granules (i) that contain Rin (ii and iii). The deletion of cIDR blocks granule formation (iv, v, and vi). Atx2 granules formed upon Like-Sm (Lsm) domain deletion also resemble Atx2 WT granules and contain SG protein Rin (vii, viii, and ix). The deletion of both Lsm and cIDR domains blocks the ability of Atx2 to form granules (x, xi, and xii). Atx2-2XLsm, where mIDR was replaced with a second Lsm domain, reduces Atx2 granule size but resembles WT granules and contains Rin (xiii, xiv, and xv). The scale bars correspond to 2 µm.

To further confirm this, we tested if the inclusion of additional Lsm domains would reduce the ability of Atx2 to form RNP granules. As the deletion of the Atx2 mIDR does not alter mRNP granule assembly in S2 cells (Bakthavachalu et al., 2018), we replaced mIDR with an additional Lsm domain to create an Atx2 protein with two Lsm domains. Remarkably, Atx2 with two Lsm showed much smaller foci in S2 cells (Figure 5Aiii). Quantification of granules in these cells reiterated that while ∆Lsm formed fewer but larger granules, increasing the valency of Lsm domains led to the formation of several smaller granules (Figure 5B). The summary of these results is shown in Figure 5Avi. Taken together, the observations that deletion of the Lsm enhances and addition of an extra Lsm domain inhibits RNP assembly provide strong support for two opposing activities encoded by the Lsm and cIDR domains of Atx2.

## Discussion

Previous work has shown that *Drosophila* Atx2 functions in neurons as a translational activator of the *period* mRNA that controls circadian rhythms and as a translational repressor of the calcium-calmodulin-dependent kinase CaMKII involved in synaptic plasticity and memory (Lim and Allada, 2013; Sudhakaran et al., 2014; Zhang et al., 2013). Atx2 is also required for the assembly of neuronal mRNPs believed to provide pools of synaptically localized mRNAs whose translation contributes the consolidation of long-term memory (McCann et al., 2011). These studies indicate the specific positive and negative translational functions of Atx2, which are mediated by structured–domain interactions with Lsm12 or Me31B/DDX6, respectively (Lee et al., 2017), and that mRNP-assembly functions are mediated by its cIDR (Bakthavachalu et al., 2018). However, the generality of these mechanisms, the range of neuronal mRNAs and neuronal functions under Atx2 regulation, as well as how structured and disordered domain interactions are coordinated remain largely unknown. Here, by deploying and building on TRIBE analysis to identify a suite of Atx2-target mRNAs, we address these questions and provide insights of relevance for biology, technology, and medicine.

### Neural functions of Ataxin-2

TRIBE allows in vivo RNA targets of RBPs to be identified from small tissue samples, eliminating several technical challenges and artifacts associated with immunoprecipitation-based methods (Jin et al., 2020; McMahon et al., 2016; Xu et al., 2018). This method led to the identification of 256 *Drosophila* brain mRNAs that associate with Atx2 with the proximity and stability required for Atx2-linked enzymatic editing of the mRNA. These mRNAs are reproducibly identified in replicate experiments and do not show any over-representation of highly expressed mRNAs. Moreover, the observation that a substantial fraction of these mRNAs either have AREs in their 3′UTRs and/or show altered steady-state levels following Atx2 knockdown argues that the majority represent real Atx2 targets and not non-specific proximity-based editing events that can sometimes occur within RNP complexes (Biswas et al., 2020). Thus, the resulting robust data set of Atx2 targets may provide valuable hypotheses for biological functions and genetic pathways regulated by Atx2. For instance, a striking enhancement of mRNAs encoding specific neuropeptides and neuronal hormones suggests that altered intercellular communication mediated by their translational regulation may contribute to the behavioral plasticity associated with circadian time or long-term memory. Similarly, a large subset of target mRNAs encoding proteins regulating neural excitability through multiple different mechanisms is unexpected and points to the possibility that activity-regulated translation may act via local changes in membrane properties to achieve localized plasticity required for encoding specific memories. It is important to note that this analysis may miss mRNAs that are strong targets in a small subset of neurons but not in others, for instance, the other cells may express RBPs that prevent Atx2 interactions. Thus, more targets may be found by new approaches using TRIBE for single-cell analyses (McMahon et al., 2016).

But not all Atx2-regulated mRNAs have been identified. It is notable that two of the best-established Atx2 targets, CaMKII and *per,* were not identified by TRIBE. While the *per–*Atx2 interactions, being time- and cell-type restricted (Lim and Allada, 2013; Zhang et al., 2013), could potentially be missed for statistical reasons, this is unlikely the case for CaMKII, a highly expressed mRNA that co-immunoprecipitates with Atx2 (Sudhakaran et al., 2014). We suggest instead that these represent Atx2 targets missed by TRIBE because they are regulated through relatively indirect mechanisms that do not require close contact between Atx2 and the mRNA. For instance, in case of *per*, its 3′UTR is recognized by the sequence-specific RBP Twentyfour (TYF), which recruits Atx2 that in turns recruits a Lsm12-containing complex to the *per* 3′UTR, thus allowing translational activation (Lee et al., 2017). Similarly, for CaMKII, Atx2 may be recruited by miRNA pathway components and act via co-regulators such as Me31B/DDX6, through mechanisms that do not rely on close proximity between Atx2 and target mRNAs. The above may also help explain why previously proposed target mRNAs in metabolic pathways for instance are not represented in this data set (Yokoshi et al., 2014). Indeed, Atx2 likely binds to several additional neuronal mRNAs not identified by TRIBE, which requires Atx2 proximity to the mRNA. Such targets may be better identified by CLIP-based methods. However, considerable new understanding can be provided by the detailed analysis of the 256 robust targets identified here by TRIBE.

One important insight is the discovery of a broad function for Atx2 in neuronal mRNA stabilization. Atx2 associates preferentially to 3′UTRs of the target-mRNAs, and particularly to AU-rich sequences (AREs) in these UTRs (Figure 2). AREs are common *cis*-regulatory features regulating mRNA stability, a posttranscriptional gene regulation strategy adopted by all eukaryotic cells (García-Mauriño et al., 2017). The observation that knockdown of Atx2 in *Drosophila* brain and S2 cells causes levels of a large fraction of the Atx2-target mRNAs to be significantly reduced (Figure 3B, C, Figure 3—figure supplement 5B) and that the most downregulated targets have strong ARE*Score* (Spasic et al., 2012) suggests that Atx2 directly or indirectly associates with AREs to protect mRNAs from degradation (Figure 3E). This could be achieved by blocking ARE-dependent recruitment of RNA degradation complexes through a mechanism similar to that described previously for HuR (Peng et al., 1998). These conclusions may also be relevant for mammalian Atxn2 as physical interactions between mammalian Atxn2 and AREs have been described previously using PAR-CLIP analyses from cultured HEK293 cells (Yokoshi et al., 2014). Moreover, Atxn2-CAG100-KnockIn mouse engineered to express polyQ expanded forms of Atxn2 that should enhance granule formation show a predominant upregulation of mRNAs, consistent with a role for Atx2-mediated mRNP assembly in stabilizing target mRNAs (Sen et al., 2019).

It is important to note that some mRNAs with high ARE scores do not appear to be stabilized by Atx2, and conversely, some that do not contain AREs appear to be affected by Atx2 knockdown (Figure 3E). Both of these observations are consistent with additional layers and mechanisms of regulation conferred by co-regulating RBPs: either by providing an alternative pathway for ARE regulation via, for instance, miRNA binding (Sun et al., 2010; van Kouwenhove et al., 2011) or an alternative mechanism for recruitment of Atx2 to the 3′UTR of mRNAs.

### Mechanisms of Ataxin-2 function in RNP granule assembly

Our work provides two insights into the mechanisms of mRNP formation. First, it indicates that individual mRNPs may be substantially remodeled as they assemble into higher order mRNP assemblies. In support of this, we show that Atx2 lacking its cIDR, which cannot form granules, is also not associated closely enough with mRNAs to allow their editing by a linked ADAR catalytic domain. One possibility is that mRNP remodeling is driven by major conformational changes in RBPs, which not only increase their propensity to drive mRNP condensation but also result in altered RBP–RBP and RBP–RNA interactions. In this context, recent work on G3BP/Rin has shown that the protein exists in two dramatically different conformational states: a closed form, in which its IDRs are inaccessible for condensation reactions, and a dephosphorylation-induced open form, capable of mediating SG association (Guillén-Boixet et al., 2020; Laver et al., 2020; Sanders et al., 2020). In such a framework, it is easy to see how Atx2 interactions with RBPs and mRNAs could be altered under conditions that support granule assembly. While these changes in Atx2 interactions could occur due to structural changes in other components of Atx2-containing mRNPs, our second insight is that alterations in the Atx2 protein itself probably occur and contribute to driving granule assembly.

Ataxin-2 is a modular protein capable of association with multiple translational control components (Dansithong et al., 2015; Lastres-Becker et al., 2016; Lee et al., 2017; Satterfield and Pallanck, 2006; Swisher and Parker, 2010). Although Atx2 lacks RNA recognition domains like RRMs, KH, or other previously characterized RNA-binding domains, homology-based modeling studies and indirect experimental observations have suggested that the Lsm domain of Atx2 may mediate RNA interaction (Calabretta and Richard, 2015; Hentze et al., 2018; Yokoshi et al., 2014). However, direct experimental tests of this hypothesis show that close Atx2 interactions with mRNA, as assessed by TRIBE, are actively prevented by the Lsm domain, which also opposes mRNP assembly (Figure 4 and Figure 5). In contrast, the cIDR that drives mRNP assembly is necessary for Atx2-coupled editing of target mRNA. An untested prediction of this model is that the TRIBE analysis of Atx2 forms carrying Lsm domain repeats would yield results similar to those seen after cIDR deletion.

The simplest explanation for these findings is that Atx2 association with individual, potentially translationally active mRNPs in the soluble phases is mediated by Lsm domain–RBP interactions that also occlude or prevent cIDR-mediated mRNP assembly (Ciosk et al., 2004; Lee et al., 2017; Satterfield and Pallanck, 2006). Conditions that promote mRNP assembly disrupt Lsm-domain-mediated interactions and enable cIDR-driven granule formation (Figure 6). We note that recent work on G3BP has beautifully elaborated phosphorylation-regulated intramolecular interactions that similarly allow the molecule to switch between soluble and assembly-competent conformations (Guillén-Boixet et al., 2020; Laver et al., 2020; Sanders et al., 2020). Though our experiments do not yet define molecular and biophysical details by which Atx2 transitions from assembly-inhibited to assembly-competent states, our observations (1) clearly demonstrate crucial opposing, physiological roles of the Lsm and cIDR domains in this process and (2) suggest that regulation of intermolecular interactions mediated by the Lsm domain will be involved in control of Atx2-mediated granule assembly.

**Figure 6.**
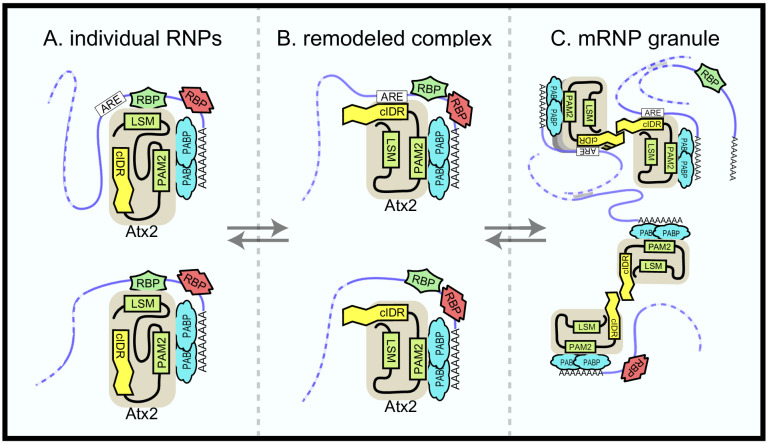
Ataxin-2 domains in mRNA target regulation. A model to explain the current and previous observations on Ataxin-2 as well as its function in mRNA regulation. (**A**) Ataxin-2 does not make direct contact with mRNAs in soluble mRNPs. Instead, it is recruited to RNA by other RBPs that bind to structured Like-Sm (Lsm) (or Lsm-associated [LsmAD]) domains. In these soluble mRNPs, the cIDR is buried and inaccessible. One class of mRNP (above) contains AU-rich elements (AREs); the second class below (e.g., *per* in *Drosophila*) does not. (**B**) Under specific signaling conditions (e.g., stress), RBP–Atx2 interactions are prevented. In these ‘remodeled’ mRNPs, the Atx2-cIDR is exposed. We speculate that a segment of this intrinsically disordered domain (IDR) directly binds to nearby AREs (or to ARE-binding proteins), while other segments of the IDR mediate multivalent interactions that contribute to mRNP condensation. (**C**) Ataxin-2 cIDR interactions enable mRNP assembly into granules, facilitated by RNA–RNA crosslinks and interactions mediated by other RBPs (e.g., G3BP/Rin). These RNP granules may include both ARE-containing mRNAs (edited) and mRNAs that do not. Note that additional RBPs (red) could determine not only Atx2 proximity to specific mRNAs (leading to editing) but also the effect of Atx2 on mRNA translation and/or stability. These and alternative models remain to be tested.

It is important to note that Ataxin-2 has additional essential functions beyond those described here. In particular, given that the Atx2 structured domains not required for TRIBE-target binding are essential for survival, unlike the IDR, which is required for editing of TRIBE targets but not for animal survival, it appears likely that a class of Atx2-target mRNAs is regulated outside of mRNP granules through largely structured-domain interactions (Figure 6). Additional approaches and experiments are required to identify such mRNAs as well as mechanisms by which they are regulated.

### Insight for disease and therapeutics

Ataxin-2 has attracted considerable clinical interest for three main reasons. First, assembly-promoting mutations in the Ataxin-2 gene or associated RNA binding and SG proteins such as TDP-43 can cause neurodegenerative disease. Second, SG proteins such as TDP-43 are usually present in cytoplasmic protein inclusions associated with familial and heritable forms of ALS and FTD. Third, reduction of Ataxin-2 can slow neurodegeneration in animal models of ALS, indicating that the normal function of Ataxin-2 is required for initiation or progression of disease (Becker et al., 2017; Scoles et al., 2017). These findings, interpreted in a framework wherein SGs are thought to facilitate the nucleation of pathogenic amyloid filaments, have led to the development of therapeutics based on reducing levels of Ataxin-2, for example, using antisense oligonucleotides by major companies such as Ionis and Biogen Inc. In this context, the discovery that the Lsm domain inhibits mRNP assembly suggests, first, that mutations inactivating this domain could have effects similar to polyQ expansions and promote disease and, second, that compounds targeting specific domains and activities of Ataxin-2 may prove more effective as therapeutics than those that knock down protein levels.

The case for our understanding of the function of each Atx2 domain and developing specific modulators is particularly strong since Ataxin-2 protein itself has several important roles not only in mRNA stabilization, as shown here, but also in protein translation, cell signaling, metabolism, and embryonic development (Halbach et al., 2017; Inagaki et al., 2020; Kato et al., 2019; Lim and Allada, 2013; Meierhofer et al., 2016; Yang et al., 2019; Yokoshi et al., 2014; Zhang et al., 2013), as shown by various biological studies of native Ataxin-2 function.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Drosophila melanogaster*)	*UAS-Atx2-WT-ADARcd*	This paper	N/A	Related to Figures 1, 2 and 4
Genetic reagent (*Drosophila melanogaster*)	*UAS-Atx2-ΔLsm-ADARcd*	This paper	N/A	Related to Figure 4
Genetic reagent (*Drosophila melanogaster*)	*UAS-Atx2- ΔLsm-AD-ADARcd*	This paper	N/A	Related to Figure 4
Genetic reagent (*Drosophila melanogaster*)	(*UAS-Atx2- ΔmIDR-ADARcd*)	This paper	N/A	Related to Figure 4
Genetic reagent (*Drosophila melanogaster*)	*UAS-Atx2- ΔcIDR-ADARcd*	This paper	N/A	Related to Figure 4
Genetic reagent (*Drosophila melanogaster*)	*UAS-Atx2-only Lsm/Lsm-AD -ADARcd*	This paper	N/A	Related to Figure 4
Genetic reagent (*Drosophila melanogaster*)	*Elav-Gal4; Tub-Gal80^ts^*	Bloomington *Drosophila* Stock center		Related to Figure 3
Genetic reagent (*Drosophila melanogaster*)	*UAS-Atx2 RNAi*	Vienna *Drosophila* RNAi Center stock collection	34955	Related to Figure 3
Cell line (*Drosophila melanogaster*)	S2R+ cells	DGRC	RRID:CVCL_Z831	
Recombinant DNA reagent	pJFRC7-20XUAS-IVS-8_Atx2-ADARcd (plasmid)	This paper	N/A	Construct to express WT Atx2-ADAR fusion protein
Recombinant DNA reagent	pJFRC7-20XUAS- IVS-8_Atx2ΔmIDR -ADARcd (plasmid)	This paper	N/A	Construct to express Atx2∆mIDR-ADAR fusion protein
Recombinant DNA reagent	pJFRC7-20XUAS-IVS-8_Atx2ΔcIDR -ADARcd (plasmid)	This paper	N/A	Construct to express Atx2∆cIDR-ADAR fusion protein
Recombinant DNA reagent	pJFRC7-20XUAS-IVS-8_Atx2ΔLsm -ADARcd (plasmid)	This paper	N/A	Construct to express Atx2∆Lsm-ADAR fusion protein
Recombinant DNA reagent	pJFRC7-20XUAS-IVS-8_Atx2ΔLsmAD-ADARcd (plasmid)	This paper	N/A	Construct to express Atx2∆LsmAD-ADAR fusion protein
Recombinant DNA reagent	pJFRC7-20XUAS-IVS-8_Atx2only-Lsm-LsmAD-ADARcd (plasmid)	This paper	N/A	Construct to express only Lsm-LsmAD-ADAR fusion protein
Antibody	Anti-Atx2 (chicken polyclonal)	Bakthavachalu et al., 2018		IF (1:500) WB (1:1000)
Antibody	Anti-Rasputin (rabbit polyclonal)	Aguilera-Gomez et al., 2017		IF (1:500)
Antibody	Anti-GFP (rabbit polyclonal)	Molecular probes	Cat# A11122	IF (1:500)
Antibody	Anti-GFP (chicken polyclonal)	Abcam	Cat# mAb 13970	IF (1:500)
Antibody	Anti-V5 (rabbit polyclonal)	Santa Cruz Biotechnology	Cat# sc83849-R	IF (1:500) WB (1:1000)
Antibody	Anti-nc82 (mouse monoclonal)	Kittel, 2006		IF (1:500)
Antibody	Anti-tubulin (mouse monoclonal)	DSHB	Cat# E7C	WB (1:2000)
Antibody	Alexa Fluor 555 (polyclonal goat anti-chicken IgG)	Invitrogen	Cat# A21437	IF (1:1000)
Antibody	Alexa Fluor 488 (polyclonal goat anti-chicken IgG)	Invitrogen	Cat# A11039	IF (1:1000)
Antibody	Alexa Fluor 647 (polyclonal goat anti-chicken IgG)	Invitrogen	Cat# A21449	IF (1:1000)
Antibody	Alexa Fluor 555 (polyclonal goat anti-rabbit IgG)	Invitrogen	Cat# A21428	IF (1:1000)
Antibody	Alexa Fluor 488 (polyclonal goat anti-rabbit IgG)	Invitrogen	Cat# A11078	IF (1:1000)
Antibody	Alexa Fluor 647 (polyclonal goat anti-rabbit IgG)	Invitrogen	Cat# A21244	IF (1:1000)
Antibody	Alexa Fluor 555 (polyclonal goat anti-mouse IgG)	Invitrogen	Cat# A21422	IF (1:1000)
Antibody	Alexa Fluor 488 (polyclonal goat anti-mouse IgG)	Invitrogen	Cat# A21121	IF (1:1000)
Antibody	Alexa Fluor 647 (polyclonal goat anti-mouse IgG)	Invitrogen	Cat# A21235	IF (1:1000)
Chemical compound	Vectashield Mounting Medium	Vector Laboratories	Cat# H-1000	
Chemical compound	SNAP-Surface 549	New England Biolabs	Cat# S9112S	IF (1:500)
Software, algorithm	TRIBE	McMahon et al., 2016	https://github.com/rosbashlab/TRIBE	
Software, algorithm	STAR v2.5.3	Dobin et al., 2013	https://github.com/alexdobin/STAR	
Software, algorithm	HTSeq v0.11.2	Anders et al., 2015	https://github.com/htseq/htseq	
Software, algorithm	DESeq2	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html	
Software, algorithm	ARE*Score*	Spasic et al., 2012	http://arescore.dkfz.de/arescore.pl	
Software, algorithm	Guitar	Cui et al., 2016	https://bioconductor.org/packages/release/bioc/html/Guitar.html	
Software, algorithm	Bedtools	Quinlan and Hall, 2010	https://github.com/arq5x/bedtools2	
Software, algorithm	twoBitToFa	-	https://genome.ucsc.edu/goldenPath/help/twoBit.html	
Software, algorithm	MEME suite	Bailey et al., 2009	http://meme-suite.org/tools/meme	
Software, algorithm	Cellprofiler	McQuin et al., 2018	https://cellprofiler.org	
Software, algorithm	ImageJ	Schneider et al., 2012	https://imagej.nih.gov/ij/	
Software, algorithm	Ggplot2	Wilkinson, 2011	https://github.com/tidyverse/ggplot2	
Software, algorithm	Pheatmap		https://cran.r-project.org/web/packages/pheatmap/index.html	
Software, algorithm	SnapDragon		https://www.flyrnai.org/snapdragon	

### Generation and rearing of *Drosophila* stocks

*Drosophila* stocks were maintained at 25°C in corn meal agar, and experimental fly crosses were done as specified in the respective experimental methods. The list of *Drosophila* stocks used and transgenic flies generated for this study are given in Key resources table.

### S2 cell culture

*Drosophila* S2R+ cells were obtained from DGRC and cultured in Schneider’s medium with 10% FBS, penicillin, and streptomycin at 25°C.

### Creation of transgenic animals

*Drosophila* Atx2 full-length cDNA was cloned into pJFRC7-20XUAS-IVS-8_ADARcd plasmid (a gift from Rosbash Lab) to create pJFRC7-20XUAS-IVS-8_Atx2wt-ADARcd plasmid. Domain deletions were created using overlapping PCR and Gibson assembly or non-overlapping PCR and ligation using pJFRC7-20XUAS-IVS-8_Atx2wt-ADARcd as template. Sequence-confirmed plasmids were used to generate transgenic *Drosophila* using PhiC31 integrase-dependent site-specific insertion of the transgene on the second chromosome. Details of plasmids used for transgenesis are listed in Key resources table. Embryo injections were performed at NCBS transgenic fly facility. Primers used for domain deletions are listed in Key resources table. The sequences of primers used for generating Atx2 domain deletions are provided in Supplementary file 1.

### Experimental fly crosses

Strains homozygous for the *elav-Gal4* and *tub-Gal80^ts^* transgenes were crossed with homozygous UAS-transgenic flies at 18°C till the adult fly emerged. One-day-old adult flies from the crosses were maintained at 29°C for 5 days before processing for RNA extraction.

### S2 cell transfections for immunofluorescence

Half a million cells were transfected with 500 ng plasmid using Mirus TransIT-X2 Dynamic Delivery System (MIR6000) as per the manufacturer’s instructions. The cells were harvested 24 hr after transfection and processed for immunofluorescence.

### Double-stranded (ds) RNA generation and S2 cell transfection

Mock and Atx2 RNAi was performed using dsRNA produced by in vitro transcription (IVT). For mock, we used a GFP sequence from open reading frame. Atx2 RNAi target sites were chosen using SnapDragon tool (https://fgr.hms.harvard.edu/snapdragon). PCR-generated DNA template containing the T7 promoter sequence at both the ends was used as IVT template for dsRNA synthesis using Megascript T7 High Yield Transcription kit (AM1334; Invitrogen). Half a million cells were transfected with 5 µg of mock or *Atx2* dsRNA using Effectene Transfection reagent (Qiagen 301425) as per the manufacturer’s instructions. After 48 hr of the first round of transfections, cells were again transfected with 5 µg of respective dsRNAs. The sequences of primers used for generating dsRNAs are provided in Supplementary file 1.

### RNA extraction from brain and NGS

Total RNA was isolated from adult brain (10–12 brains per replicate) dissected in RNA Later using TRIzol reagent (Invitrogen) as per the manufacturer’s protocol. Illumina libraries were prepared from Poly(A)-enriched mRNA using NEBNext Ultra II Directional RNA Library Prep kit (E7765L) or TruSeq RNA Library Preparation Kit V2 (RS-122-2001) and sequenced with Illumina HiSeq 2500 system. Atx2-wt TRIBE samples were sequenced using HiSeq SBS Kit v4 (FC-401-4003) producing 2 × 125 paired-end non-strand-specific reads. TRIBE for all the Atx2 domain mutants were sequenced using HiSeq PE Rapid Cluster Kit v2 (PE-402-4002) to generate 2 × 100 paired-end strand-specific data.

### Western blotting

Total protein extracts were prepared from S2 cells as described earlier (Sudhakaran et al., 2014). Also, 100 µg protein was loaded for detecting Atx2 and 5 µg for tubulin on 6% and 12% SDS-PAGE gels, respectively, and proteins were transferred to PVDF membrane. The blots were probed using chicken anti-Atx2 (1:1000) and mouse anti-tubulin (1:2000). Corresponding HRP-conjugated secondary antibodies were used at 1:10,000 dilution and developed using SuperSignal West Pico Chemiluminescent Substrate as per the manufacturer’s instructions. For detecting V5-tagged ADAR proteins, lysates from fly heads were used as described previously (Emery, 2007). Briefly, 10 heads were crushed using plastic pestles in 40 µl extraction buffer (20 mM HEPES pH7.5, 100 mM KCl, 5% glycerol, 10 mM EDTA, 0.1% Triton, 1 mM DTT, 0.5 mM PMSF, 20 mg/ml aprotinin, 5 mg/ml leupeptin, 5 mg/ml pepstatin A). The lysates were cleared by centrifugation at 12,000 *g,* and equal amounts of protein lysates were loaded on a 6% SDS-PAGE gel. Western blots were probed using rabbit anti-V5 (sc83849-R) antibody (1:1000) or mouse anti-tubulin (1:2000) overnight at 4°C. Blots were developed as described above.

### TRIBE data analysis

All sequencing reads obtained post adaptor removal had a mean quality score (Q-Score) >= 37, and so no trimming was required. TRIBE edit details are listed for each experiment in Supplementary file 2. The TRIBE data analysis was performed as described previously (Rahman et al., 2018) with few modifications. The tools used for analysis are listed in Suppl. Table 6. Briefly, sequencing reads obtained were mapped to dm6 *D. melanogaster* genome using TopHat2 (Trapnell et al., 2009) with the parameters ‘--library-type fr-firststrand -m 1 N 3 --read-edit-dist 3 p 5 g 2 -I 50000 --microexon-search --no-coverage-search -G dm6_genes.gtf’. Non-strand-specific sequencing reads were aligned using tophat2 with the parameters ‘-m 1 N 3 --read-edit-dist 3 p 5 g 2 -I 50000 --microexon-search --no-coverage-search -G dm6_genes.gtf’. The uniquely mapped SAM output file was loaded in the form of MySQL table with genomic coordinates. Edits for the brain samples were identified by comparing the nucleotide at each position of the genomic coordinates between experiment and control samples, and output was printed as bedgraph file. A threshold file was created by ensuring only edits with coverage of at least 20 reads and 15% edits were retained. This threshold file was used for all further analysis unless specified in the figure legends. All the TRIBE experiments were performed in duplicates, and only the edits identified in both the replicates above the edit threshold are reported.

### S2 cell TRIBE analysis

S2 cells were transfected with 500 ng of *Act-Gal4* and UAS-Atx2-ADAR plasmids (1:1). Cells were harvested 24 hr post transfection, and total RNA was extracted using TRIzol reagent (Invitrogen) as per the manufacturer’s protocol for NGS. Illumina libraries preparation and sequencing and TRIBE analysis were performed as described for fly brain samples. S2 cell genomic DNA sequence previously published by McMahon et al., 2016 was used as control to remove the background edits. S2 cell TRIBE was performed in triplicates, and the edits identified in all the replicates above the edit threshold are reported.

### Differential expression data analysis

RNA sequencing reads were mapped to dm6 *D. melanogaster* genome using STAR v2.5.3a with default parameters, and read counts were obtained using HTseq with ‘-s reverse’ parameter. DeSeq2 was used for differential expression analysis as described previously (Love et al., 2014).

### Intron analysis

Nascent transcript analysis was performed by counting reads that emerged from intron sequences as described (Lee et al., 2020). Briefly, FASTQ files were mapped to dm6 *D. melanogaster* genome using subjunc with default parameters in the Rsubread software package. Intron annotation SAF file was generated using the scripts found in https://github.com/charitylaw/Intron-reads; (Lee et al., 2020). Featurecounts was used to count mapped reads to intron features. Read counts were normalized using DESeq2’s median of ratios.

### ARE analysis

ARE*Score* tool (http://arescore.dkfz.de/arescore.pl) was used to perform ARE analysis. Only transcripts with 3′UTR >10 nt in length were considered for analysis. mRNA with highest ARE*Score* was used when multiple transcript variants mapped to the same gene (isoforms of a gene).

### Motif analysis

The edit coordinates from the bed file were extended by 100 bp on either side using Bedtools slop. Intron-less sequences within this ± 100 bp were extracted using twoBitToFa. MEME suite was used to perform motif analysis on the generated FASTA sequences.

### Immunohistochemistry of adult *Drosophila* brains and S2 cells

Six-day-old adult fly brain was dissected in phosphate buffered saline (PBS) and fixed in PBS containing 4% paraformaldehyde (PFA) for 15 min at room temperature. The brains were then processed for immunostaining according to Sudhakaran et al., 2014. Atx2 ADARcd was stained using rabbit anti-V5 antibody at 1:200 over one night at 4°C along with neuropil staining using mouse anti-Nc82 (1:100) (Kittel, 2006). Secondary antibodies (1:1000) staining was done using anti-rabbit Alexa 488 and anti-mouse Alexa 555 (Molecular Probes) at room temperature for 2 hr. Stained brains were mounted in Vectashield Mounting Medium (Vector Laboratories) and imaged on a Zeiss LSM880 confocal microscope. S2 cells were prepared as described earlier (Bakthavachalu et al., 2018). In brief, cells were fixed with 4% paraformaldehyde for 10 min at room temperature, followed by permeabilization with 0.05% Triton-X-100 for 10 min. This was followed by blocking with 1% bovine serum albumin (BSA) for 30 min. The cells were then stained with primary antibodies against Atx2 (1:500) or Rasputin (1:500), followed by probing with corresponding secondary antibodies conjugated with fluorophores. Confocal imaging was done using 60x/1.42 oil objective of Olympus FV3000 microscope. When proteins were SNAP-tagged, SNAP-Surface Alexa Fluor 546 was added after permeabilizing the cells. Confocal images were processed using CellProfiler (https://cellprofiler.org/) to measure granules. At least 80 cells were included in each condition.

### Quantification and statistical analysis

The sample sizes are specified in the figures and figure legends of each experiments. The errors are represented as ± SEM with p-values (*p<0.05, ****p<0.0001) calculated by two-tailed Student’s t-test and Mann–Whitney test. Statistical analysis was performed in GraphPad Prism. Differential expression analysis by DEseq2 is reported for targets with p-value <0.05.

### Contact for reagent and resource sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contacts Mani Ramaswami () and Baskar Bakthavachalu ().

## Data Availability

The RNA Sequencing data has been deposited to GEO under the accession code GSE153985. The following dataset was generated: KandiARRamaswamiMBakthavachaluB2021Antagonistic roles for Ataxin-2 structured and disordered domains in RNP condensatationNCBI Gene Expression OmnibusGSE15398510.7554/eLife.60326PMC794643233689682 The following previously published dataset was used: RosbashMMcMahonA2016TRIBE: Hijacking an RNA-editing enzyme to identify cell-specific targets of RNA-binding proteinsNCBI Gene Expression OmnibusGSM206594810.1016/j.cell.2016.03.007PMC502714227040499

# Supplementary material for: Antagonistic roles for Ataxin-2 structured and disordered domains in RNP condensation
**Source:** eLife. 2021 Mar 10;10:e60326. doi: 10.7554/eLife.60326
**Supplement:** Supplementary file 1.

**Supplementary File 1:** Primers used in the study.

| **Primer Name** | Sequence 5’ to 3’ | Purpose |
| --- | --- | --- |
| Atx2 ORF F | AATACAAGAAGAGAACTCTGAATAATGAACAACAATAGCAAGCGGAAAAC | Whole CDS amplification |
| Atx2 ORF F | TACGGCGGTGGCAGGCCTTGAATGGAC | Whole CDS amplification |
| Lsm F | TGGGATTCTGGCGCTAATGG | Lsm domain deletion |
| Lsm R | AAACGTGTTGTTGTAGACGCC | Lsm domain deletion |
| LsmAD F | TCGACCGAGCAGGATCAACG | LsmAD domain deletion |
| LsmAD R | CGTGTTCTCATTTTTGCGGAAC | LsmAD domain deletion |
| mIDR F | CACGTGGTCCTGCACCAAGT | mIDR domain deletion |
| mIDR R | GTTGCGCATCACCTTACCGC | mIDR domain deletion |
| cIDR F | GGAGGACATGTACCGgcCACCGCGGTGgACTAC | cIDR domain deletion |
| cIDR R | CGGTACATGTCCTCCCGTGG | cIDR domain deletion |
| Lsm+LsmAD F | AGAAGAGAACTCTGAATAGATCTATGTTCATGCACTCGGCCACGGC | Only Lsm+LsmAD domain |
| Lsm+LsmAD R | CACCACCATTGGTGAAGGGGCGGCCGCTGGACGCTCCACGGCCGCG | Only Lsm+LsmAD domain |
| 2XLsm F | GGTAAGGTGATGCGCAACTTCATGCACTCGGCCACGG | Additional Lsm domain in place of mIDR |
| 2XLsm R | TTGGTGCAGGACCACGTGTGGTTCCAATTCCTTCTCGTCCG | Additional Lsm domain in place of mIDR |
| Mock Forward | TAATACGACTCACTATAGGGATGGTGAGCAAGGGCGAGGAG | IVT of mock dsRNA |
| Mock Reverse | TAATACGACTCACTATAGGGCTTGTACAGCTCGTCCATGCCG | IVT of mock dsRNA |
| Atx2 Forward | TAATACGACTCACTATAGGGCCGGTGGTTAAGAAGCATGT | IVT of Atx2 dsRNA |
| Atx2 Reverse | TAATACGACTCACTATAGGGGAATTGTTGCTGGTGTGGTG | IVT of Atx2 dsRNA |

How the deposited data were processed for this re-analysis (not part of the article)

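Edited positions were analysed in 12 TRIBE libraries from fly brain, 2 for Atx2 WT and 2 for each of 5 altered forms, and gene counts in 12 RNA-seq libraries, 3 in each of the Gal4 control and Atx2 RNAi brain groups and of the mock and Atx2 RNAi S2 cell groups. Samples were mapped to genotype and replicate from the submitters' labels, which give the replicate numbers also used as blocks, and checked against the paper. Of 33 samples, 9 had no file that was used here: the S2 cell TRIBE and untransfected S2 cell libraries and the TRIBE control brains, which were not analysed here.

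The percent values were made by the authors, who mapped reads with TopHat2 to dm6, compared each position between TRIBE and control brains, and kept positions with at least 20 reads and 15% of reads edited. The files give a percent for each position and no read number, so no threshold on coverage above the authors' was tried and single percents have no interval. Positions were taken in 1-based coordinates of dm6 and placed on the annotation of Ensembl release 115 (BDGP6 release 6.54), which has the same coordinates. The counts were made by the authors with STAR and HTSeq on the strand of the gene and deposited without normalization. The annotation used for the authors' counting is not named in the paper's text. Genes listed under the same symbol or overlapping on the same strand share reads in ways the counts do not show.

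Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, the filterByExpr filter with its minimum of 10 counts, the quasi-likelihood test and Benjamini-Hochberg adjustment), brain and S2 cells separately and only with the groups compared. DESeq2 1.42.0 was an alternative, as were upper-quartile scaling, library size alone, 2 other filters on low counts, the replicate number as a block, and fits without each replicate or library. With 3 libraries against 3, exact permutation tests cannot give a p under 0.1. The share of targets called reduced or increased used an unadjusted p under 0.05, as in the paper, with Fisher's exact test against other tested genes and with 10000 random lists matched on expression, on 3′UTR length or on both. Gene set tests used camera from limma 3.58.1. Depth was between 11169973 and 16108727 counts per library. All 12 comparisons of replicate libraries differed by more than sampling noise, so each library was counted as a replicate. Of the genes tested, 98.9% were matched to the annotation in both brain and S2 cells, and 95.5% and 95.1% had an annotated 3′UTR.

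The edgeR step was tested on simulated counts with 200 changed genes. It recovered 91% of them among 9081 brain genes and 100% among 7534 S2 cell genes, with 15 and 13 false calls. As many simulated genes rose as fell, and 3856 genes were called in the real brain libraries. The simulation therefore does not test the scaling under so broad a change. Nor does it test changes as small as those of the named S2 targets other than Atx2. TRIBE sites were compared as positions, with the number of genes, higher thresholds of 20% and 30%, sites per 1000000 read pairs and each library alone as alternatives. Permutation tests used 100000 resamples, or all regroupings for groups of 2 or 3 libraries, and were two-sided, as were comparisons with random lists. Wilson intervals at 95% cover counting error only. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

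Genes and sites named in the text were chosen by a rule: each gene the paper names, the transgene marker w, the 5 targets with the largest log2 fold change at an adjusted p under 0.05 and no overlap between groups in brain and in S2 cells, genes with 4 or more common sites, the 5 most edited common sites, the 5 sites with the largest rise in Atx2∆Lsm, target genes still edited in Atx2∆cIDR or Lsm+LsmAD, and the neuropeptide and monoamine transporter lists. Names outside it are marked as chosen after their values were seen. Sequence motifs, AUUUA counts and AREs in S2 cells need a genome sequence, which was not used here. Intron reads, overexpression libraries and Sanger sequencing were not analysed here.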

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

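Every test in this part was chosen only after the result it bears on had been seen.

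Common sites of the altered forms that neither Atx2 WT library lists lie mostly on chromosome 3, in data that the paper does not describe by chromosome. The share on chromosome 3 was 60.3% of 199 sites in Atx2∆Lsm, 89.8% of 88 in Atx2∆LsmAD, 93.0% of 71 in Atx2∆mIDR, 94.3% of 35 in Atx2∆cIDR and 83.3% of 42 in Lsm+LsmAD. Of the 312 common sites of Atx2 WT, 50% lie there (two-sided Fisher's exact tests against these, p = 0.0233, 1.5e-12, 1.2e-12, 1.1e-07 and 4.9e-05). Sites that the forms share with Atx2 WT showed 50.2% in Atx2∆Lsm, 49.3% in Atx2∆LsmAD, 48.8% in Atx2∆mIDR and, of only 12 sites, 83.3% in Atx2∆cIDR. Higher expression from chromosome 3 does not account for it, since its genes hold 43.4% of the CPM of control brains, and neither does closeness to the threshold, since 40.4% of the sites listed in a single Atx2 WT library lie there. An A-to-G variant carried on 1 of the 2 copies of chromosome 3 in every fly would be read near the middle of the scale, but only 6.91% of the sites had levels between 40% and 60%, against 8.65% of the Atx2 WT sites, and none was above 90%. A biological explanation, targets gained by deleting domains, was set against the share on chromosome 3 alone (at least 83.3% in the 4 forms other than Atx2∆Lsm), which is the pattern itself, so that gained targets cannot be ruled out. The sites are clustered. In Atx2∆Lsm, Atx2∆LsmAD, Atx2∆mIDR, Atx2∆cIDR and Lsm+LsmAD, 65%, 75.9%, 66.7%, 54.5% and 60.0% of the chromosome 3 sites had another such site in a different gene within 100 kb. Equally many chromosome 3 sites drawn from Atx2 WT gave medians of 32.5%, 22.8%, 19.7%, 12.1% and 11.4% (permutation of sites, p = 0.001 each, the smallest that 1000 draws can give). CG12093, named after its values were seen, has 2 such sites in all 5 forms, at 2773176 and 2773218 on 3L. Of the 338 distinct positions on all chromosomes that the altered forms list as common sites and neither Atx2 WT library lists, 68 (20.1%) occur in at least 2 forms. A candidate explanation is stretches of chromosome 3 that differ between the stocks and are carried by part of the flies, for which the lowest clustered share, 54.5%, was the test. The reads, which would show such stretches directly, were not analysed here. The TRIBE control brains came from elav-Gal4 flies and from flies with the Atx2 WT transgene, not from the stocks of the altered forms. Comparison with them could not remove a variant carried only by the stock of an altered form.

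Atx2 mRNA moved in opposite directions in the brain and S2 cell experiments. Its mean log2 CPM was lower in RNAi brains (-0.34) and higher in the S2 libraries labelled Atx2 RNAi (1.86), a difference of 2.21 (exact permutation of the labels within each experiment, p = 0.005, the smallest that the 400 labelings can give). If overexpression libraries stood under the RNAi label, the S2 log2 fold changes would run with those of overexpression in the paper's supplement, but they ran against them across 168 targets (rho -0.166, permutation test, p = 0.0319). Were the mock and RNAi groups exchanged, S2 and brain changes might run against each other. They ran together across 7019 genes (rho 0.194), but both also fall with 3′UTR length, so this cannot be told apart from a shared trend. Reads from the double-stranded RNA itself could raise the Atx2 count, and all 3 libraries labelled Atx2 RNAi lay above every mock library, which this explanation and a true rise both predict. The negative rho with overexpression also goes against exchanged groups, provided that RNAi and overexpression move these mRNAs in opposite directions, which was not tested. Counts per gene hold no position along the mRNA, so that double-stranded RNA cannot be ruled out. No biological explanation was tested.

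Yp1, a yolk protein gene that the paper does not discuss and that was chosen after its values were seen, had a log2 fold change of 7.07 in Atx2 RNAi brains (SE 1.47, adjusted p = 0.0198, edgeR), with 447, 39 and 792 counts in control and 110490, 91105 and 22679 in RNAi libraries, higher in all 3. With the replicate number as a block it was 7.41 (adjusted p = 0.0816), and the adjusted p ranged from 3.6e-08 to 0.0816 over the alternatives with all libraries and reached 0.117 without a replicate or library. Marker lists were written for the tests. A candidate source is fat body left on the dissected brains: 6 genes of the fat body list that could be tested had a median log2 fold change of 2.5, against 0.0013 in lists matched on expression (permutation of lists, adjusted p = 4.7e-04, the smallest these lists allow, with 6 of 6 genes higher). More females among the RNAi flies would lower roX1, roX2 and msl-2, but their median was 0.56. The log2 fold changes were 0.56 (SE 0.89) for roX1, 1.27 (SE 0.96) for roX2 and 0.21 (SE 0.097) for msl-2. None of these genes passed an adjusted p under 0.05 (edgeR), and roX1 ran from 515 to 5064 CPM within the control libraries. A different share of females therefore cannot be ruled out. Less neuronal RNA is also possible, with a median of -0.69 over 13 neuron genes, all of them lower, against -0.48 in matched lists (permutation of lists, adjusted p = 0.0432). Genes of the glia list had a median of -0.66 over 8 genes, against -0.34 in matched lists (permutation of lists, adjusted p = 0.0193). Of these glia genes 5 were lower and 1 higher at an adjusted p under 0.05, so that the fall is not specific to neurons. Hemocyte genes had a median of 2.66 over 4 genes, 3 of them higher (permutation of lists, adjusted p = 0.0014). A different mix of other tissues is also possible, with a median of -1.65 over 11 muscle genes (10 of them lower at an adjusted p under 0.05). The signs of these medians held under DESeq2, upper-quartile scaling and library size alone. A difference in the tissue taken and an effect of Atx2 on these mRNAs cannot be told apart here.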

How the results depend on the processing

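The alternatives were set before the data were examined, except matching on 3′UTR length, leaving out chromosome 3, counting site and gene combinations, crossed replicate numbers, leaving Atx2 out of the S2 targets, and library size alone for the targets. These were chosen after seeing the data, as were the tests with them. Apart from fits that left out replicates, 44 results of comparisons had 179 values under the alternatives, not counting 5 that the alternative could not move. Of these 150 kept direction and side of the threshold (or size), 6 were weaker, 3 stronger, 6 reversed and 14 moved. Site ratios of 2 libraries against 2 could change in direction only, since their exact p cannot go under 0.333. The share of monoamine transporters among targets, 4 of 4 genes, could not rise. For these, keeping the side of the threshold or the size shows little. Leaving out replicates gave 133 values for 30 results, of which 119 kept both, 6 were weaker, 1 reversed and 7 moved. For 7 single genes, 25 of 28 values kept both, 1 was stronger and 2 reversed, and without a replicate or library 57 of 63 kept both, 2 were stronger and 4 reversed. Where a value changed, the cause was not tested.

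For TRIBE, sites per 1000000 read pairs reversed the ratio to Atx2 WT for Atx2∆LsmAD (0.923 to 2.03) and Atx2∆mIDR (0.792 to 1.04), and without 1 replicate the former ran from 0.773 to 1.08. The ratios of the other forms kept their direction. The percent of sites common to both libraries became 50.6 for Atx2 WT and 42.3 for Atx2∆Lsm with genes in place of sites. At 20% edited or more it became 32.8 for Atx2∆Lsm, 24.8 for Atx2∆LsmAD and 27.7 for Atx2∆mIDR, and at 30% 29.2, 21.2 and 17.6, with 20.7 for Lsm+LsmAD. At 20% or more 0 of the Atx2 target genes were edited by Lsm+LsmAD (0%, upper 95% bound 2.79%), and at the same site 0%. Edits at any level, in the part of the supplement's list that was read here, made the share of Atx2∆Lsm sites also in Atx2 WT 100%, for 2 sites. Without coverage in the lists, precision of each percent is unknown and limits all thresholds. The genes with a site outside the 3′UTR had a length difference of 0.109 (p = 0.0565, permutation test).

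Brain genes called lower numbered 925 with library size alone, and from 588 to 1822 across the 9 fits that each left out a replicate or library, with 948 to 2193 higher. In S2 cells DESeq2 called 689 lower and 509 higher, and leaving out replicates gave 370 to 1203 and 384 to 1181. The excess of reduced targets ran from 20.2 to 24.3 points in brain and from 18.1 to 33.0 in S2 cells without a replicate, and fell to 1.93 and 5.36 with lists matched on expression and 3′UTR length. The difference for increased S2 targets, -6.77 points, was -5.16 at an adjusted p under 0.05, 0.0889 with DESeq2, 1.18 with lists matched on 3′UTR length, 3.48 with lists matched on both, and -8.72 to -3.42 without a replicate, weaker in 4 of 9 fits. Without Atx2, which rose, the mean log2 fold change of S2 targets passed against lists matched on expression (-0.0251, permutation of lists, p = 0.0204) and on 3′UTR length (-0.0402, p = 0.0076). The AREScore of increased targets less that of unchanged ones, -3.37, lost its significance at -3.37 with calls at an adjusted p under 0.05 and at -2.37 with DESeq2, and was -3.95 to -3.05 without a replicate, weaker in 1 of 3 fits.

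Atx2 in brain was -0.39 with DESeq2 (adjusted p = 0.0228, 0.0228 to 0.364 over the alternatives), -0.13 with library size alone and -0.41 to -0.22 without a replicate. In S2 libraries it was 1.74 to 2.01, with an adjusted p of 0.0522 without replicate 3 and from 1.6e-29 to 0.00337 over the alternatives with all libraries. Akh in brain ran from 0.73 to 2.00, and 14-3-3epsilon was -0.37 with DESeq2 (adjusted p = 0.00501, 0.00501 to 0.412 over the alternatives). Adar in S2 libraries, 0.0035, was -0.0048 with DESeq2, -0.0021 with the block, and -0.0505 to 0.0612 without a replicate.

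Deviations of same-numbered libraries from their group means had a mean correlation of -0.0202 across genes in S2 cells and of -0.0632 across sites for Atx2∆mIDR. With the replicate number as a block, S2 cells gave 998 genes lower and 986 higher, 48.8% of targets lower, and an Atx2 log2 fold change of 1.87. Differences of mean edit level, such as the -5.15 of Atx2∆mIDR, equal the mean of the differences between same-numbered libraries by arithmetic, with the numbers crossed too, and show no stability.

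Alternatives not run were a higher minimum of coverage, for want of read numbers, and those on AU-rich and GC-rich motifs, AUUUA counts, AREs of targets against other genes and AREs in S2 cells, for want of sequence. Sites common to all forms gave no value for Atx2∆cIDR, and a listing in both Atx2 WT libraries is 0 of the 276 Atx2∆Lsm sites by definition.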

Differences from the paper's values

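The percent of expressed genes with an edit is 8 in the paper and was 2.69 here. Of the alternatives set before the data were examined, counting genes edited in either Atx2 WT replicate (5.35) comes within 1.5 times of the paper's value and stays lower. It is the only one run for this value. Genes with an edit in the CDS that also have one in the 3′UTR number about 28 in Figure 2—figure supplement 3, read by eye, and 6 here. Sites in either replicate gave 17, and none of the alternatives set before the data were examined closed the gap.

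Several settings reach the paper's values where these lie close to those given here. With DESeq2, which the paper's methods name, 53.0% of brain targets were reduced and 8.84% increased, against the paper's 53.2% and 8.8% and 47.4% and 10.9% with edgeR, and the log2 fold change of Atx2 in brain was -0.39. Over all genes tested DESeq2 lay farther from the paper's values than edgeR in brain, with 17.5% reduced and 66.8% unchanged, against the paper's 22.5% and 57.2% and 23.2% and 48.6% with edgeR. With library size alone, chosen for targets after seeing the data, 31.6% of brain targets were reduced, 23.1% of them increased and 12.9% of all genes reduced, each more than 1.5 times from the paper's value, as were the 15.0% of brain targets increased with upper-quartile scaling or with genes edited in either Atx2 WT replicate as targets. In S2 cells DESeq2 gave 47.4% of targets and 10.3% of all genes reduced, against the paper's 49% and 14%. There, 14.2% of all genes tested without a filter on low counts were lower in the libraries labelled Atx2 RNAi, 14.4% with upper-quartile scaling (where 34.1% of targets were lower) and 14.0% without replicate 1 (where 31.8% of targets were lower). The paper gives 14%, and the settings used at the claim gave 20.0%. Counting combinations of site and gene as listed, a unit chosen after seeing the values, gives the paper's 317 for Atx2 WT and its numbers for the altered forms.

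The paper states that Atx2 mRNA was reduced in RNAi brains. Its adjusted p was 0.0611 with edgeR and 0.0228 with DESeq2, which calls it, with a range of 0.0228 to 0.364 over the alternatives. For S2 cells the paper describes Atx2 silencing and shows less Atx2 protein, whereas Atx2 mRNA had a log2 fold change of 1.88 in the libraries labelled Atx2 RNAi, and the paper's supplement lists the same value. The paper states that edits in the CDS often came with edits in the 3′UTR of the same mRNA, and this held for 6 of 74 genes. It states that targets were spread irrespective of abundance and, in its discussion, that highly expressed mRNAs were not over-represented. Here the median target lay at the 83.6th percentile of expression.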

Other observations

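Every test in this part was chosen only after the result it bears on had been seen.

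Atx2∆Lsm libraries list more sites than Atx2 WT libraries. They were shallower, and the ratio per 1000000 read pairs was 4.29, but division by a smaller depth raises the ratio in any case. Their replicates shared 35.5% of sites with a median difference of 5.35 points in edit level, against 46.5% and 3.33 in Atx2 WT, so that an effect of depth on the sites passing the threshold cannot be ruled out. The sites on chromosome 3 do not account for all of it, since the ratio of common sites on the other chromosomes was 1.40. Read length and strandedness may matter against Atx2 WT. They cannot be told apart from the deletion there, because 0 Atx2 WT libraries were sequenced in the layout of the altered forms. Within that layout, Atx2∆Lsm libraries listed 940 and 884 sites and those of the other forms at most 511. Layout alone therefore does not set Atx2∆Lsm apart from the other altered forms, each of which carries its own change. The library with 511 sites, Atx2∆LsmAD replicate 2, was also the shallowest, with 14325000 read pairs. A single library with another deletion does not settle the part of depth. On the other chromosomes the ratios of common sites for Atx2∆LsmAD, Atx2∆mIDR, Atx2∆cIDR and Lsm+LsmAD were 0.494, 0.449, 0.0256 and 0.0449.

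Among splits of the 6 brain libraries into 3 and 3, only the 4 that part all 3 same-numbered libraries were compared with the real one. The real split was the only 1 of the 4 with as many changed genes, and 1 of 4 with as large an excess of reduced targets. The same held in S2 cells, 1 of 4 for both. The other splits part a single such combination, and 4 splits cannot give a share under 0.05. None of the other 9 splits called a gene at an adjusted p under 0.05 in brain or S2 cells, with 30 to 171 and 75 to 281 genes at an unadjusted p under 0.05. Beside the tests, 121 of the brain targets had an adjusted p under 0.05 and no overlap between groups, where chance gives no overlap to 10% of genes.

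The excess of reduced targets may depend on properties the targets share with other mRNAs. Against lists matched on expression it was 6.65 points in brain (permutation of lists, p = 0.0210) and 14.6 in S2 cells (p = 2e-04), and against lists matched on 3′UTR length 8.68 (p = 0.0014) and 19.4 (p = 2e-04), where 2e-04 is the smallest that 10000 lists can give. These permutations treat genes as independent. Without matching, the excess was 24.8 points in brain and 31.3 in S2 cells, so each property alone goes with part of it and leaves a remainder. Against lists matched on both, it was 1.93 (permutation of lists, p = 0.528) and 5.36 (p = 0.181), so that expression and 3′UTR length together remain as an explanation. By mean log2 fold change, brain targets differed from lists matched on expression by -0.15 (permutation of lists, p = 0.0012), on 3′UTR length by -0.14 (p = 0.0020) and on both by -0.07 (p = 0.0596). S2 targets, which include Atx2, differed by -0.01 (permutation of lists, p = 0.202), -0.03 (p = 0.0616) and 0.02 (p = 0.0748), and without Atx2 by -0.03 (permutation of lists, p = 0.0204), -0.04 (p = 0.0076) and 0.0039 (p = 0.681). Increased brain targets differed from these lists by -4.96 points (permutation of lists, p = 0.0222). Whether a different mix of tissues contributes to the excess in brain was not tested.

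In brain, mRNAs with longer 3′UTRs were lower in the RNAi libraries (rho -0.457 across genes, which are not independent). Of the 4 splits that part all same-numbered libraries, 2 gave as strong a correlation. The 9 other splits reached from -0.475 to 0.347, and 7 of them were beyond 0.3 in size (strongest 0.475). Each of these splits mixes the groups 2 to 1 and so keeps part of the RNAi and control difference, so that differences between libraries of the same group cannot be told apart from it. S2 cells, a single cell type, had a rho of -0.332 in the libraries labelled Atx2 RNAi, and their 9 other splits reached from -0.378 to 0.342, so that they do not tell whether a different mix of tissues contributes in brain.

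The higher AREScore of reduced targets may follow from 3′UTR length. Within 5 groups of equal size by length, reduced and unchanged targets differed by -0.79 (permutation test, p = 0.624), against 6.20 without the groups. Length with AREScore held constant still correlated with the log2 fold change (partial rho -0.357).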
